# Mechanisms of cellular crosstalk in the gastric tumor microenvironment are mediated by YAP1 and STAT3

**DOI:** 10.26508/lsa.202302411

**Published:** 2023-11-13

**Authors:** Pathum Thilakasiri, Ryan N O’Keefe, Sarah Q To, David Chisanga, Moritz F Eissmann, Annalisa LE Carli, Belinda Duscio, David Baloyan, Rhynelle S Dmello, David Williams, John Mariadason, Ashleigh R Poh, Bhupinder Pal, Benjamin T Kile, Joseph HA Vissers, Kieran F Harvey, Michael Buchert, Wei Shi, Matthias Ernst, Ashwini L Chand

## Abstract

Deregulation of the Hippo pathway is a driver for cancer progression and treatment resistance. In the context of gastric cancer, YAP1 is a biomarker for poor patient prognosis. Although genomic tumor profiling provides information of Hippo pathway activation, the present study demonstrates that inhibition of Yap1 activity has anti-tumor effects in gastric tumors driven by oncogenic mutations and inflammatory cytokines. We show that Yap1 is a key regulator of cell metabolism, proliferation, and immune responses in normal and neoplastic gastric epithelium. We propose that the Hippo pathway is targetable across gastric cancer subtypes and its therapeutic benefits are likely to be mediated by both cancer cell–intrinsic and –extrinsic mechanisms.

## Abstract (precis)

The study shows that Yap1 expression correlates with poor outcomes in human gastric cancer and causally contributes to disease progression in mice via cancer cell–intrinsic and –extrinsic mechanisms.

## Introduction

The Hippo pathway is a highly conserved signalling pathway that regulates key cellular processes including organ size, cell fate, and tissue homeostasis. Furthermore, deregulation of the Hippo pathway is implicated in cancer development, treatment resistance, and metastasis (1, 2, 3). The main downstream effector protein of the Hippo pathway is Yes-associated protein 1 (YAP1) and its paralogue transcriptional coactivator with PDZ-binding motif (TAZ), which are coactivators of the TEA domain transcription factors (TEADs). The Hippo pathway controls YAP and TAZ activity by phosphorylating them and modulating the rate at which they shuttle between the cytoplasm and nucleus (4). YAP and TAZ hyperactivity have been shown to drive many hallmarks of cancer, such as cell proliferation, survival, and metastasis (1, 3).

Upstream proteins such as the tumor suppressor neurofibromin 2 (NF2 or Merlin) participates upstream of the Hippo pathway core kinase cassette (which includes the kinases LATS1/2 and MST1/2) by phosphorylating and inhibiting YAP1/TAZ activity. Genetic aberrations in different Hippo pathway proteins, and *YAP1* and *TAZ* gene amplifications have been identified in numerous cancer types including lung, gastric, and gynaecological cancers, melanoma, and head and neck squamous carcinomas (3, 5, 6, 7, 8, 9, 10, 11, 12). The loss of *NF2* leads to increased YAP1 nuclear localization and is strongly associated with poor prognosis in patients with meningioma, ependymoma, and mesothelioma (13). Although loss of function of *NF2* and/or gene amplifications in *YAP1*/*TAZ* have not been identified in gastric cancer, *YAP1* expression is progressively elevated with advancing cancer stage when compared with expression patterns in normal gastric tissue (3). *YAP1* mRNA expression is up-regulated in gastric intestinal-type adenocarcinoma and gastric mixed adenocarcinoma subtypes and correlates to worse overall patient survival (11, 14).

YAP1 is also activated in cancers via dysregulated signalling of Src family kinases, growth factors, and cytokines. Specifically, glycoprotein 130 (gp130 or CD130)–dependent cytokine signalling is linked to increased Yap1 expression and activity and associated with *adenomatous polyposis coli*–driven colon cancer progression (15). In preclinical models of *Kras*-driven pancreatic ductal adenocarcinoma, tumor progression has been functionally linked to the concomitant activity of LIF-1, YAP1, and TAZ (16). Although these studies established a strong relationship between Yap1 and gp130 cytokine production in the establishment of pancreatic and colorectal tumors, the cellular mechanisms underpinning Yap1-dependent inflammatory processes in cancer remain undefined.

The role of inflammatory pathways in the development of gastric cancers is well documented (7, 17, 18). Our previous studies have demonstrated that amplified gp130-dependent IL-6, and to a greater extent, IL-11 signalling causes spontaneous neoplastic transformation of gastric tissue in homozygous *Gp130*^*Y757F*^ (*Gp130*^*FF*^) mice, comprising a knock-in mutation resulting in excessive, ligand-dependent Jak/Stat3 signalling (19, 20, 21, 22). Indeed, we have previously shown that conditional genetic ablation (20, 23) or therapeutic inhibition of Stat3 in tumor-bearing *Gp130*^*FF*^ mice reduces their tumor burden in the stomach. In the current study, we sought to establish whether Yap1 activity was intrinsically associated with that of gp130/Stat3 signalling-dependent carcinogenesis and to clarify the underlying mechanisms that control gastric cancer initiation and development.

Our data demonstrate the parallel deregulation of the Hippo and gp130/Stat3 pathways in the *Gp130*^*FF*^-dependent model of gastric adenocarcinoma. Conditional, Tff1:CreERT transgene-mediated *Yap1* gene knockout in the gastric epithelium of *Gp130*^*FF*^ mice reduced gastric tumor incidence. In animals with well-established disease, ablation of Yap1 activity significantly reduced tumor size to inhibit cancer progression. Transcriptomics profiling of gastric epithelial cells identified novel Yap1-dependent pathways that contribute to the malignant transformation of the gastric epithelium. We show that epithelial Yap1 drives gastric tumorigenesis through an autocrine, Stat3-dependent mechanism, and by modulating innate and adaptive immune responses.

Our findings highlight the importance of the crosstalk between the gastric mucosa and immune responses that drive tumor development in a proinflammatory environment. Furthermore, our data provide proof-of-principle evidence that inhibition of Yap1 activity presents a targeted therapeutic opportunity to control gastric cancer.

## Results

### Increased Yap1 expression positively correlates with heightened gp130/Stat3 signalling in a preclinical model of gastric cancer

Gp130, the β receptor subunit is essential for signalling activation of IL-6 family cytokines contributing to neoplastic growth in various cancers (19, 20, 24, 25). In the present study, we used a specific activation model of the gp130/Stat3 pathway, the homozygous *Gp130*^*FF*^ mutant mouse of gastric cancer, that is, driven primarily by inflammation. In this model, gastric adenomas spontaneously develop (Fig 1A and B). This is due to the enhanced activity of gp130/Stat3 signalling, associated with increased IL-6 and IL-11 levels measured in tumors, and elevated phosphorylation of Stat3 (Fig 1C–E) (19, 20). Interestingly, increased Yap1 levels were observed in developing and neoplastic gastric tumors when compared with normal gastric tissue. Subcellular localisation of Yap1 was assessed by immunohistochemistry in tumor sections of *Gp130*^*FF*^ mice, revealing increased nuclear Yap1 localization indicative of increased transcriptionally active Yap1 (Fig 1F).

**Figure 1.**
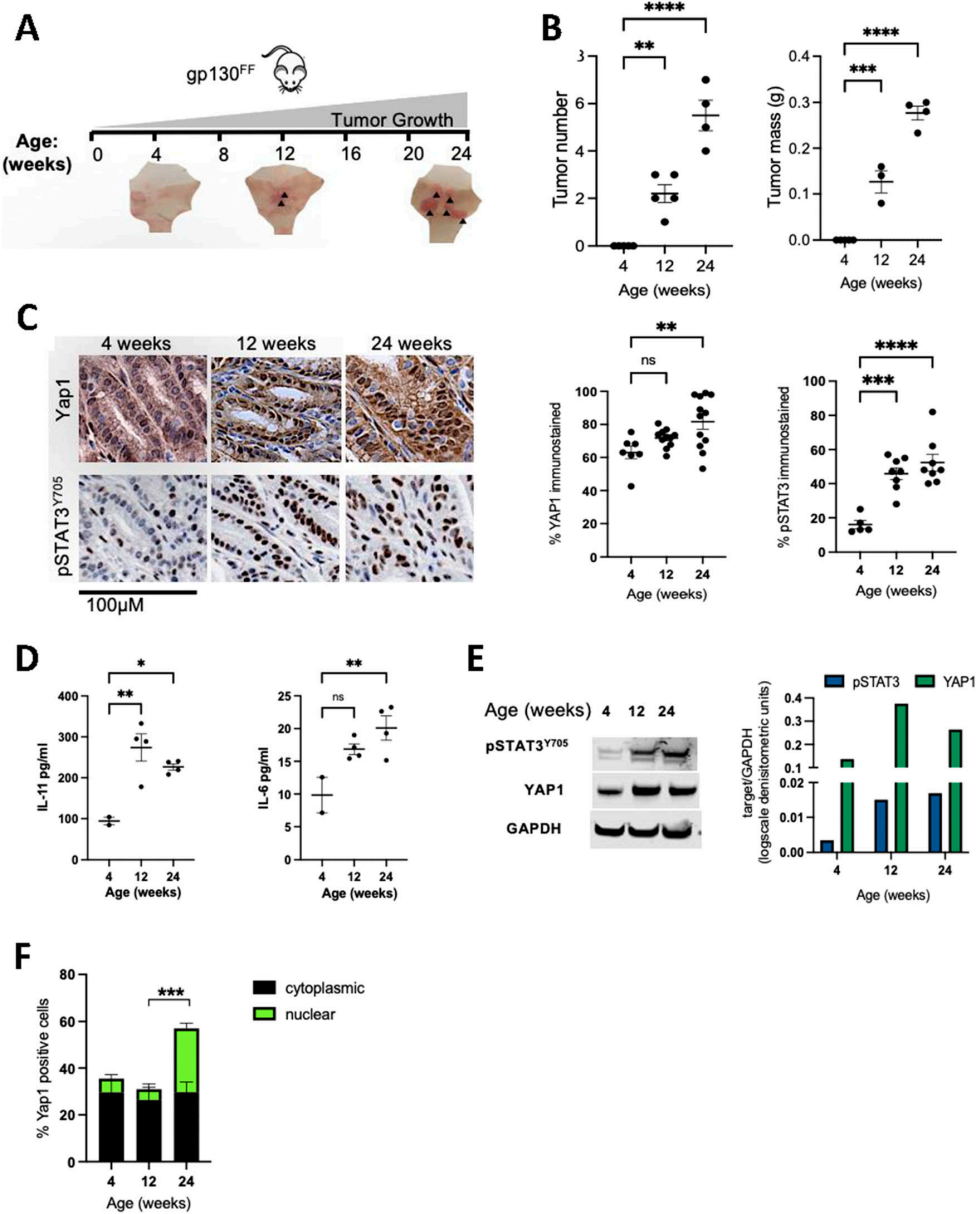
Regulation of Yap1 expression in the *Gp130*^*FF*^ model of gastric cancer. **(A)** Tumor development timeline in the mutant *Gp130*^*Y757F*^ receptor model (*Gp130*^*FF*^) for spontaneous gastric cancer growth. **(B)** Gastric tumor numbers and weights in homozygous *Gp130*^*FF*^ mice from 4 wk of age. Each data point depicts an individual animal, mean ± SEM from (n = 3–5 mice per cohort), **P < 0.001, ****P < 0.0001, one-way ANOVA with Turkey’s multiple comparison test. **(C)** Representative Yap1 and phospho-Stat3 immunohistochemistry in gastric tumors from 4, 12, and 24 wk-old *Gp130*^*FF*^ mice and associated quantification. **(D)** Relative protein levels of the gp130 cytokines, IL-11 and IL-6 measured by ELISA. Each data point depicts a tumor derived from an individual animal. Data are mean ± SEM from (n = 2–4 mice per cohort), *P < 0.05, **P < 0.01, one-way ANOVA. **(E)** Western blot of phospho-Stat3 and Yap1 and corresponding densitometric quantification relative to GAPDH, in tumor lysates from *Gp130*^*FF*^ mice at different ages. **(F)** Quantitation of nuclear and cytoplasmic Yap1 immunostaining in tumors from *Gp130*^*FF*^ mice.

To identify *Yap1*-expressing cells, we used single-cell RNA-sequencing (scRNA-seq) to profile cells of gastric tissue from WT control mice and gastric tumors derived from *Gp130*^*FF*^ mice (Fig S1A). We found that *Yap1* was predominantly expressed in normal gastric epithelial and tumor epithelial cells, with lower expression also found in cancer-associated fibroblasts and endothelial cells (Fig S1B). To provide additional insights into Yap1 activity, we evaluated expression patterns on *Taz* and *Tead1*, key interacting partners of the active transcriptional Yap1 complex. High levels of *Taz* and *Tead1* were also co-expressed in gastric epithelial and tumor cells and in cancer-associated fibroblasts (Fig S1B). To further characterize the cellular origin of abundant Yap1 protein expression in the *Gp130*^*FF*^ gastric tumors, we used well curated gene signatures to further analyse *Yap1* mRNA expression in specialised gastric cell populations including parietal cells, chief cells, foveolar cells, mucous neck cells, metaplastic neck cells, neuroendocrine cells, immune cells, and tuft cells using scRNA-Seq (Fig S1C). *Yap1* transcripts were abundant in parietal cells, foveolar cells, and metaplastic neck cells.

**Figure S1.**
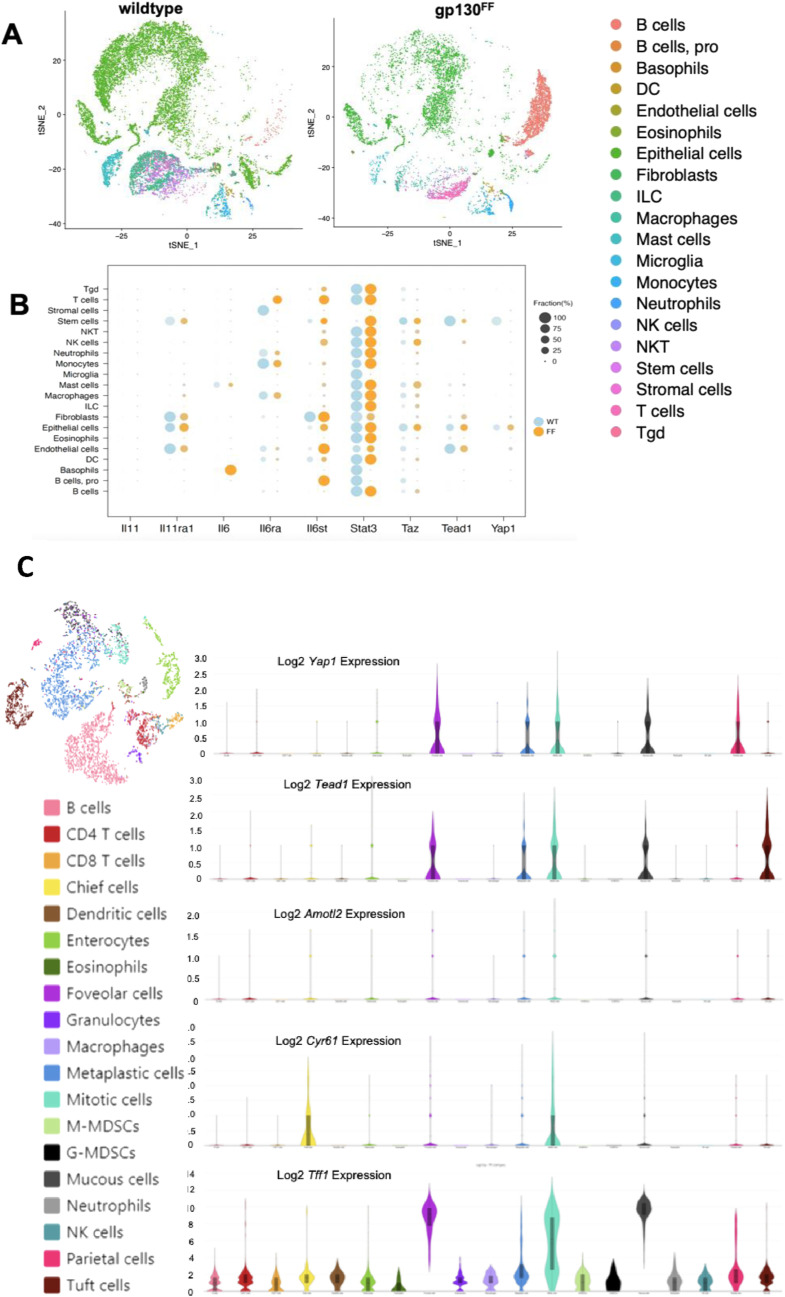
Identification of *Yap1*-expressing cells from gastric tissue of WT control mice, and gastric tumors derived from *Gp130*^*FF*^ mice. **(A)** tSNE plot of scRNASeq data annotated by cell type in gastric tissue from WT mice and in tumors from *Gp130*^*FF*^ mice. Data generated with pooled tissue samples from n = 10 mice per cohort. **(B)** Cell-specific expression patterns of the Hippo and gp130/Stat3 signalling pathway components as measured by scRNASeq of captured cells of gastric from gastric tissue from WT mice and in tumors from *Gp130*^*FF*^ mice. Data generated with pooled tissue samples from n = 10 mice per cohort. Data are presented as percentage of cells captured and sequenced. **(C)** tSNE plot of manually curated single-cell RNA expression profiles across specialised cell types within gastric tumors derived from *Gp130*^*FF*^ mice and expression patterns of *Tff1* and *Yap1*, (n = 2,000 cells), samples pooled from n = 10 mice.

### Activation patterns of YAP1/TEAD1 and gp130/STAT3 across human gastric cancer subtypes

To further investigate the combined contribution of YAP/TEAD and gp130/STAT3 pathway activation in a clinical context, we evaluated publicly available, The Cancer Genome Atlas stomach adenocarcinoma datasets (TCGA-STAD) to establish expression patterns. Up-regulation of *YAP1*, *IL11*, *IL6*, and *STAT3* mRNA transcript expression was observed in human gastric tumor samples when compared with normal gastric tissue (Fig 2A). Furthermore, when assessing members of the HIPPO pathway, positive correlation of *YAP1* expression was observed only with *TEAD1* (Table S1). Interestingly, *YAP1* expression positively correlated with *IL6ST*, *IL11RA*, and *STAT3* expression in the TGCA-STAD patient dataset. We therefore further analyzed expression patterns in gastric cancers stratified by molecular subtypes, EBV, microsatellite instability, genomic stable (GS), and chromosomal instability. Surprisingly, expression of *YAP1*, *STAT3*, *IL11*, or *IL6* mRNA transcripts remained comparable across the molecular subtypes of gastric cancer (Fig S2). However, *TEAD1* expression was highest in GS tumors and significantly higher in chromosomal instability tumors when compared with EBV and microsatellite instability gastric cancer subtypes (Fig S2). Interestingly, expression of the gene encoding the IL-11 receptor (*IL11RA*) and gp130 (*IL6ST*) was highest in GS subtype.

**Figure 2.**
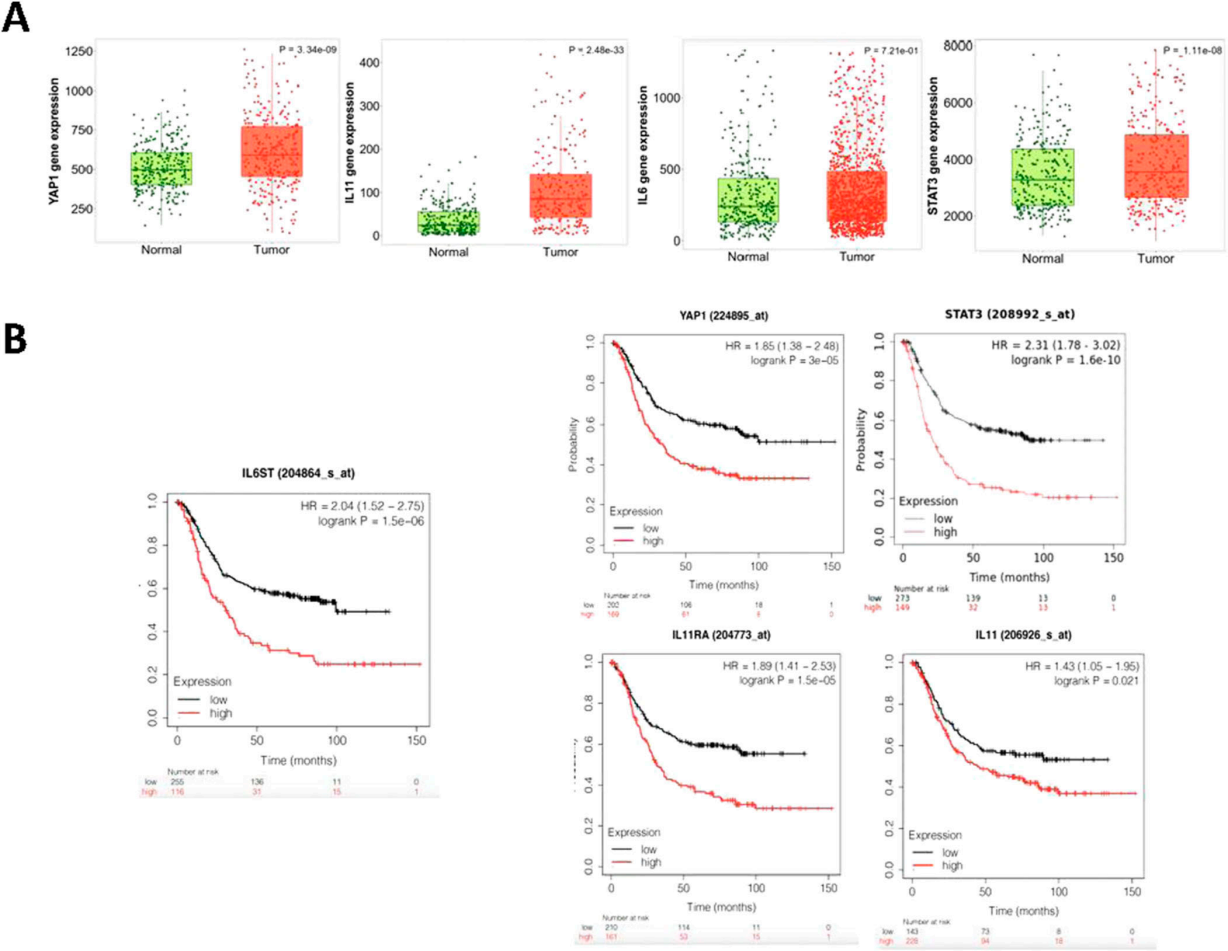
Correlation between IL-11/STAT3 signalling components and YAP1 expression across human gastric cancer patients. **(A)** Box plots of gene expression of *YAP1* and *IL-11* in paired gastric tumor and adjacent normal human tissues in clinical data obtained from The Cancer Genome Atlas. *P*-values shown are derived from the Wilcoxon signed–ranked test. **(B)** Kaplan–Meier survival plots showing the association between gene expression levels of *IL6ST*, *YAP1*, *IL-11*, *IL11RA* with overall survival (OS) in all gastric cancer patients from all stages. Patient numbers, hazard ratio (HR), and the Mantel–Cox log-rank *P*-value are shown.

Table S1. Correlations of mRNA transcript expression in all gastric cancer patients.

**Figure S2.**
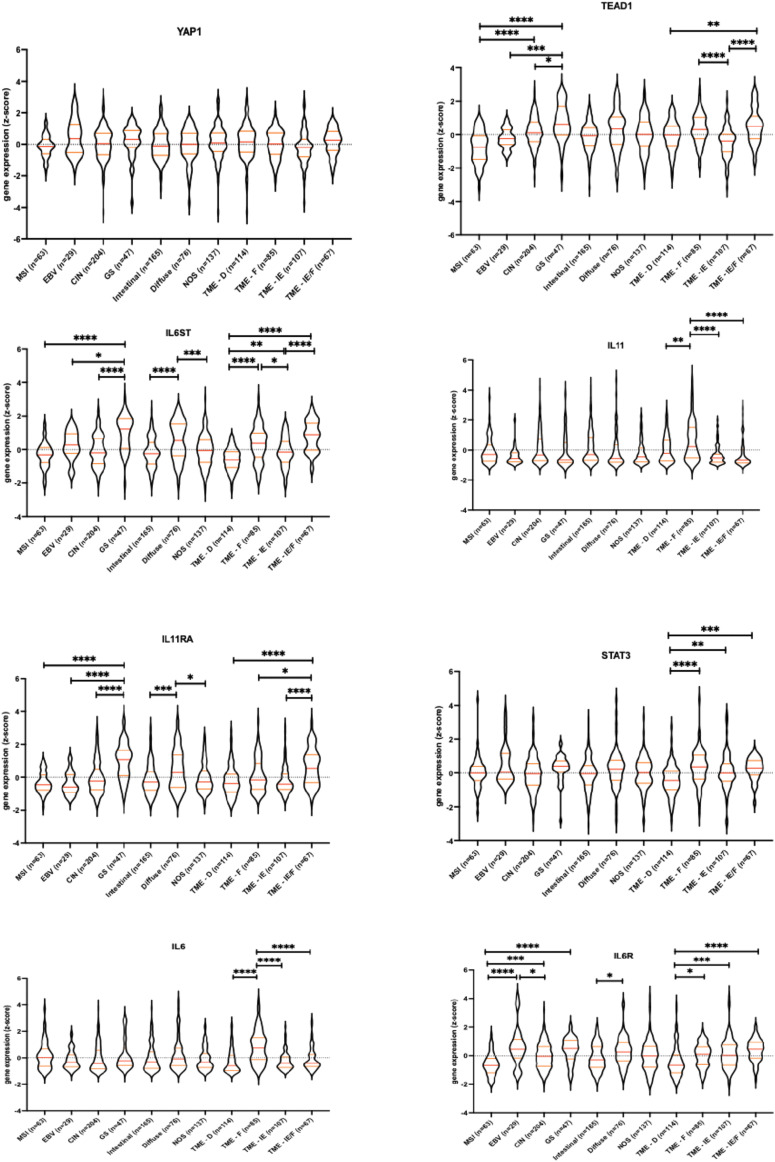
YAP1-related genes and their association with the four gastric cancer tumor microenvironment subtypes. RNASeq expression data *YAP1*, *TEAD1*, *IL6ST*, *IL11*, *IL11RA*, *IL6*, *IL6R*, and *STAT3* from gastric cancer patients stratified for molecular subtypes of gastric cancer from The Cancer Genome Atlas and the The Cancer Genome Atlas-stomach adenocarcinoma dataset cohort tumor microenvironment-subtypes. Gene expression values were normalized using the mean-centered Z-score method.

The cells of the tumor microenvironment (TME) influence the growth and metastatic characteristics of cancer and can provide rationale for treatment selection with both targeted therapies and immune checkpoint inhibitors (26). The classification of TME by transcriptomic analysis of >10,000 cancer patients identified four distinct TME subtypes as conserved patterns across 20 different cancers: immune-enriched non-fibrotic (IE), where markers for anti-tumor immune responses are highly expressed; immune-enriched and fibrotic (IE/F); fibrotic (F), and immune desert (D) (26). Analysis of these TME subtype maps showed JAK/STAT activation signatures as highest in IE and IE/F subtypes (26). We used this dataset to evaluate the expression patterns of *YAP1*, *STAT3*, *IL11*, *IL6*, *TEAD1*, *IL6ST*, and *IL11RA* in gastric cancer patients within the four TME subtypes (Fig S2). As with the gastric tumor subtypes, expression of *TEAD1*, but not that of *YAP1* or *STAT3*, varied across the TME subtypes. We found that *TEAD1*, *IL6ST*, *IL11*, and *IL11RA* expression levels were highest in the IE/F and F subtypes of TME, suggesting a positive correlation of the expression across the TME subtypes, and especially in tumors with high fibrotic stromal content and immune infiltration. Indeed, TME subtypes exhibiting fibrosis or a mesenchymal subtype despite high immune infiltrate are unresponsive to pembrolizumab (27), suggesting that therapeutic targeting the Hippo/Yap1 or STAT3 pathways could potentially enhance anti-tumor immune responses. To inform whether the above transcriptional observations impacted on overall outcome of gastric cancer patients, we assessed mRNA expression patterns of *YAP1* and components of IL-11/gp130/STAT3 signalling pathway against overall survival of patients within the TCGA-STAD dataset. We observed that high levels of *YAP1*, *STAT3*, *IL6ST*, *IL11RA*, and *IL11* correlated with significantly worse patient survival probability (Fig 2B). Collectively, our analysis of transcriptomics data from human gastric cancer patients and data from our in vivo gastric cancer model demonstrate the concomitant elevation of *YAP1* and receptor components of the gp130/STAT3 signalling pathway during gastric cancer development.

### Inhibition of Yap1 activity causes reduction in IL-11–dependent tumor growth in *Gp130*^*FF*^ mice

To assess the impact of impaired Yap1 expression in gastric tumors, we generated a *Gp130*^*FF*^; *Tff1:CreERT2*; *Yap1*^*fl/fl*^ compound mutant mice and used tamoxifen-induced activation of Cre-recombinase to delete exon 3 of the *Yap1* gene, specifically in gastric epithelial cells in the mucosal layer of the corresponding *Gp130*^*FF*^; *Yap1*^*KO*^ mice (Fig S3A and B) (25). The Trefoil factor 1 (*Tff1*) gene regulatory elements of the *Tff1:CreERT2* BAC-transgenic construct confers expression to foveolar epithelial surface cells of the gastric mucosa (28, 29) (Fig S1C) as the site of gastric cancer development. We first explored the function of Yap1 in well-established gastric tumors and administered tamoxifen to 16 wk-old when 100% of treatment naïve *Gp130*^*FF*^ mice exhibited large gastric lesions (Fig 3A). 4 wk following tamoxifen-induced activation of Cre, tumor burden was compared between the resulting *Gp130*^*FF*^; *Yap1*^*KO*^ mice with Yap1-deficient gastric epithelium and their vehicle-treated Yap1-proficient *Gp130*^*FF*^; *Tff1:CreERT2*; *Yap1*^*fl/fl*^ littermates (referred to as *Gp130*^*FF*^; *Yap1*^*WT*^ mice Fig 3B). Gross morphological analysis of the dissected stomach revealed smaller tumors throughout the corpus and antrum of *Gp130*^*FF*^; *Yap1*^*KO*^ mice compared with *Gp130*^*FF*^; *Yap1*^*WT*^ littermates (Fig 3C). We confirmed that tamoxifen treatment did not affect tumor burden in *Tff1:CreERT2* transgene-negative *Gp130*^*FF*^ mice (Fig S4A and B).

**Figure S3.**
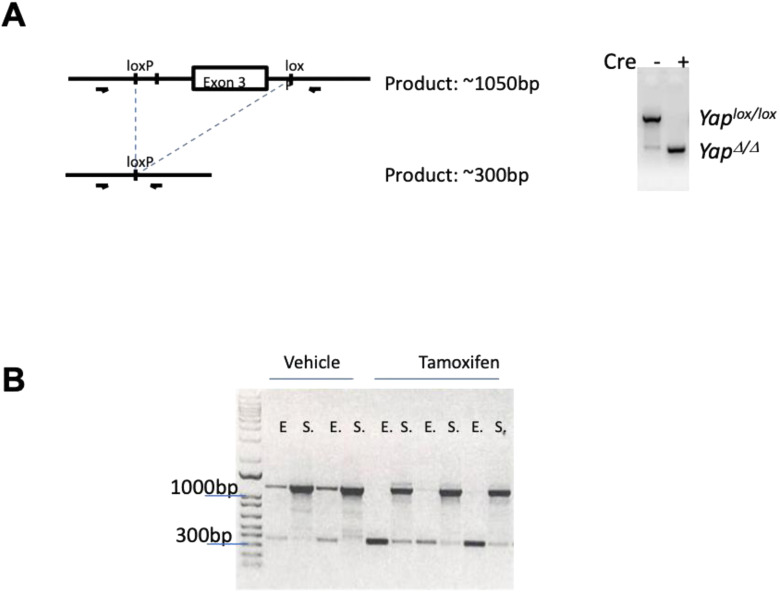
Deletion of *Yap1* in the gastric epithelium. **(A)** Schematic representation of the transgenic Cre-recombinase activity, resulting in deletion of *Yap1* exon 3. **(B)** FACS sorted samples from vehicle- (n = 2) and tamoxifen-treated (n = 3) *Gp130*^*FF*^ mice, showing specific Cre-recombinase activity in the gastric epithelium (E) and not in the stromal cells (S).

**Figure 3.**
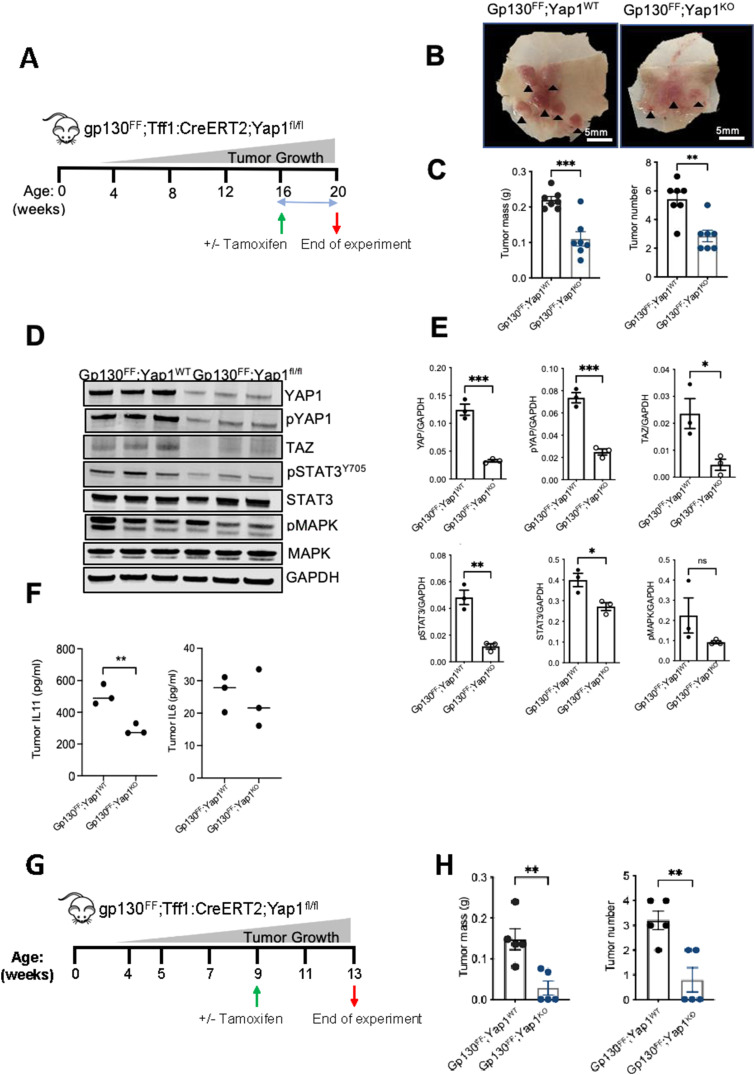
Genetic ablation of Yap1 in gastric epithelial cells reduces tumor burden. **(A, B, C, D, E, F)** Schematic representation of experimental design to assess contribution of Yap1 to tumor progression assessed in (B, C, D, E, F). Yap1 is deleted specifically from the gastric epithelium because of tamoxifen activation of the CreERT2-recombinase at 16 wk of age when 100% of naïve *Gp130*^*FF*^ mice exhibit tumor burden of more than 0.15 *g* per stomach have established. **(B)** Representative whole mounts of stomach dissected along the outer curvature from *Gp130*^*FF*^; *Yap1*^*WT*^ and *Gp130*^*FF*^; *Yap1*^*KO*^ mice at 20 wk of age. Tumors are indicated by arrow heads, scale bar = 5 mm. **(B, C)** Total tumor mass and multiplicity determined in *Gp130*^*FF*^; *Yap1*^*WT*^ and *Gp130*^*FF*^; *Yap*^*fl/fl*^ mice as described in (B). Each data point represents an individual mouse, data are mean ± SEM, n = 7, **P < 0.001, ***P < 0.0001, unpaired *t* test. **(B, D)** Western blot analysis of protein lysates from tumors collected in (B) for YAP1, phosphorylated YAP1 (pYAP1), TAZ, total and phosphorylated STAT3, and total MAPK and phosphorylated MAPK (pMAPK). Each lane corresponds to tumors pooled from an individual mouse, n = 3 mice per cohort shown. Blots were probed for GAPDH as a loading control. **(E)** Densitometric analysis of immunoblot bands for target antibodies. Each data point represents an individual mouse, data are mean ± SEM, n = 3, *P < 0.05, **P < 0.001, ***P < 0.0001, unpaired *t* test. **(D, F)** Gp130 cytokines IL-11 and IL-6 levels in whole tumor lysates from (D) of *Gp130*^*FF*^; *Yap1*^*WT*^ and *Gp130*^*FF*^; *Yap1*^*KO*^ as measured by ELISA. Each data point represents an individual mouse, data are mean ± SEM, n = 3, **P < 0.001, unpaired *t* test. **(G, H)** Schematic representation of experimental design to assess contribution of Yap1 to tumor initiation assessed in (H). **(H)** Tumor burden in 13-wk old mice following 4 wk after tamoxifen activation of the CreERT2-recombinase and yielding Yap1-deficient (*Gp130*^*FF*^; *Yap1*^*KO*^) or vehicle-treated cohorts yielding Yap1-proficient (*Gp130*^*FF*^; *Yap1*^*WT*^) mice. Data are mean ± SEM (n = 5 mice), **P < 0.001, *t* test.

**Figure S4.**
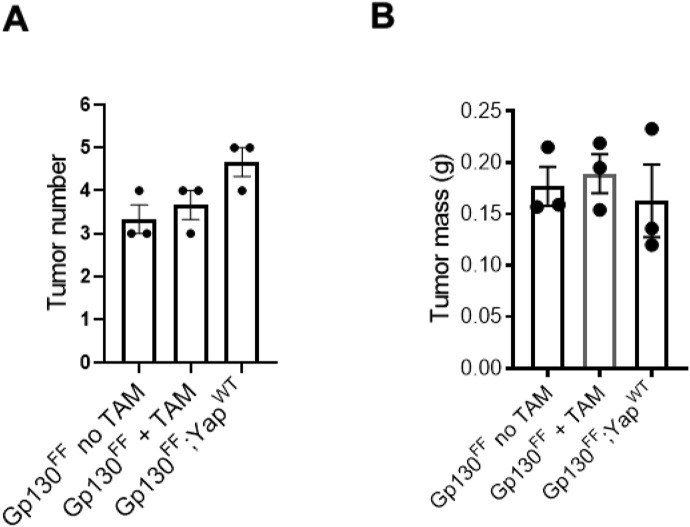
Effects of tamoxifen treatment on gastric tumor development. **(A, B)** Tumor number and (B) tumor mass in naïve *Gp130*^*FF*^ mice treated with tamoxifen or vehicle and of unrecombined *Yap1*^fl/fl^ transgene-proficient *Gp130*^*FF*^; *Yap1*^WT^ transgene mice. Data points represent individual mice, mean ± SEM (n = 3).

Analysis of whole tumor protein lysates by Western blots demonstrated reduced levels of total and phosphorylated Yap1 and Stat3 in *Gp130*^*FF*^; *Yap1*^*KO*^ compared with *Gp130*^*FF*^; *Yap1*^*WT*^ mice (Fig 3D and E). Expression of Taz was significantly reduced as was activation of the MAPK pathways. In addition, we observed IL-11, but not IL-6 levels, were significantly reduced in *Gp130*^*FF*^; *Yap1*^*KO*^ derived tumor lysates (Fig 3F), consistent with our previous observation that IL-11 is a key player in gastric tumor development (21). From these observations, we infer that the reduction in phosphorylated Stat3 in tumors from *Gp130*^*FF*^; *Yap1*^*KO*^ mice is likely a result of lower IL-11 levels in Yap1-deficient tumors. These findings are supported by our observations in human gastric cancer samples, in particular of the GS subtype, of a positive correlation between components of the IL-11/gp130/STAT3 signalling pathway and YAP1/TEAD1 (Table S1 and Fig S2).

### Yap1 is important for inflammation-driven tumor initiation in the gastric epithelium of *Gp130*^*FF*^ mice

To assess the effects of Yap1 on gastric tumor initiation, we also administered tamoxifen to *Gp130*^*FF*^; *Tff1:CreERT2*; *Yap1*^*fl/fl*^ mice at 9 wk of age (Fig 3G). 4 wk after Cre-recombinase induction, comparison of tumor mass and numbers showed significant reduction in tumor burden in the resulting *Gp130*^*FF*^; *Yap1*^KO^ mice compared with the vehicle-treated *Gp130*^*FF*^; *Tff1:CreERT2*; *Yap1*^*fl/fl*^ mice that had not received tamoxifen (referred to as to as *Gp130*^*FF*^; *Yap1*^*WT*^ Fig 3H). This suggests that Yap1 as a key driver of early events in inflammation-driven gastric tumor development in the *Gp130*^*FF*^ mice.

### Yap1 is a key regulator of proliferative and metabolic pathways in gastric cancer

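Tumor cells that carry the epithelial surface protein EpCAM were sorted by flow cytometry from antral gastric tumors of 4 Gp130FF; Yap1WT mice and 4 Gp130FF; Yap1KO mice, and the RNA of each mouse was sequenced as a separate library (Fig 4A). In these mice the gp130 receptor carries a mutation that leads to gastric tumors, and Yap1 is lost in cells with an active Tff1 promoter once tamoxifen switches on the Cre recombinase. The paper's results give an age of 20 wk, and its methods and the sample labels give 18 wk. For the Yap1WT group the paper describes vehicle in place of tamoxifen, while the labels give the same interval of 3 days after tamoxifen for all 8 mice. The authors aligned paired-end reads of 80 bp to GRCm38/mm10 with Subread and counted them per gene with featureCounts. Total counts per library were 27607755 to 77483047 in Yap1WT and 18229945 to 74278015 in Yap1KO, and the lowest was that of Yap1KO replicate 4. The deposited raw counts were normalized here by TMM and compared with edgeR's quasi-likelihood test, over the 13495 genes with more than 0.5 CPM (counts scaled to the library size) in at least 6 of the 8 libraries, the paper's own filter, with pseudogenes left out unless the deposited log2 values include them. P-values were adjusted by the Benjamini-Hochberg method at 0.05, log2 fold changes are given as Yap1KO against Yap1WT, and gene lists written before the data were examined were tested with camera in limma, at a preset inter-gene correlation of 0.01 and again with an estimated one. Yap1KO replicate 4 stood apart from the other Yap1KO libraries on the first principal component of the 500 most variable genes, at 66.8 against -6.37 to 1.34. It had 3286 counts of the female-specific Xist and 0 of the Y-linked Ddx3y, and Yap1WT replicates 1 and 4, with 34517 and 4576 of Xist and 2 and 0 of Ddx3y, shared this pattern of female mice, while the other 5 libraries had Ddx3y.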

To identify transcriptional changes associated with *Yap1* gene ablation, we isolated EpCAM^+^ epithelial cells from gastric tumors obtained from 20 wk-old *Gp130*^*FF*^; *Yap1*^*WT*^ and *Gp130*^*FF*^; *Yap1*^*KO*^ mice for bulk RNASeq analysis (Fig 4A). We observed significant down-regulation of genes associated with cell proliferation and metabolic pathways including glucose, lipid, cholesterol, and amino acid metabolism (Fig 4B; Table S2). 

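Among 38 genes of lipid metabolism, 6 were lower and 1 was higher in Yap1KO cells (8 and 1 when adjusted over the list alone). The phospholipase gene Pla2g4e had 44.3 ± 9.53 CPM (SD, n = 4) in Yap1WT and 7.88 ± 2.62 CPM (SD, n = 4) in Yap1KO (log2 fold change -2.50). The fatty acid binding protein gene Fabp5, the fatty acyl reductase gene Far1 and the malic enzyme gene Me1 fell by 1.53, 1.08 and 0.94 on the log2 scale. Scd1, which encodes a fatty acid desaturase, rose (log2 fold change 1.11, standard error 0.24, adjusted p = 0.0249 from edgeR). Of 25 genes of cholesterol biosynthesis, Hmgcs1, Lss and Sqle were lower (log2 fold changes -0.69, -0.60 and -0.47) and edgeR called none higher (1 at an unadjusted p under 0.05, 0 by DESeq2 and 0 by limma-voom), with 4 lower when adjusted over the list alone. Among 28 genes of glycolysis and glucose metabolism, Galm, which encodes a galactose mutarotase, was lower (log2 fold change -0.92, standard error 0.09, adjusted p = 0.000516 from edgeR), also when adjusted over the list alone, and edgeR called none higher (2 at an unadjusted p under 0.05, 0 by DESeq2 and 0 by limma-voom). None of 48 cell cycle genes passed edgeR's adjusted test in either direction, over all genes or adjusted over the list alone, although 16 were lower and 0 higher at an unadjusted p under 0.05. By DESeq2 9 were lower and 0 higher, and by limma-voom 0 and 0. Mki67, which encodes the proliferation marker Ki67, had 190 to 439 CPM in Yap1WT and 81.6 to 238 CPM in Yap1KO (log2 fold change -0.94, standard error 0.34, adjusted p = 0.150). Its level also differed within groups between replicates 1 and 2 and replicates 3 and 4, which carry mouse numbers of separate series. It was 190 and 230 CPM in the Yap1WT and 139 and 81.6 CPM in the Yap1KO mice of the first series, and 439 and 374 CPM against 238 and 185 CPM in the other. The 5 genes that the paper groups under cell proliferation in Fig 4B, Igsf9, Ankdd1b, Fhl1, Nek7 and Lypd6b, were all lower (log2 fold changes -2.80 to -0.68). This is not independent evidence since the study chose them on these libraries. The same holds for Galm, Pla2g4e and Far1, which the paper also shows (1 of the 28 glycolysis and 2 of the 38 lipid genes). As whole lists against all other genes, lipid metabolism (camera adjusted p = 0.000863), cholesterol biosynthesis (0.000262) and the cell cycle (8.7e-08) lay lower in Yap1KO. These calls were lost with an estimated correlation (adjusted p = 0.217, 0.436 and 0.470), and glycolysis did not pass with either (adjusted p = 0.150 and 0.612). In the same libraries markers of foveolar cells, the mucus-producing cells of the gastric surface, had a median log2 fold change of -0.64. The medians of the lipid, cholesterol and cell cycle lists were -0.16, -0.25 and -0.42. With the series of mouse numbers as a block, 14 of the 48 cell cycle genes were lower and the adjusted p of Mki67 was 0.0101, and without Yap1KO replicate 3, 11 were lower. The calls of Scd1, Hmgcs1, Lss and Sqle were each lost without 1 or more of the 8 libraries (adjusted p = 0.0507 to 0.158), and Sqle was lost without any 1 of them.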

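Yap1, the targeted gene, had 77.1, 64.2, 78.0 and 72.5 CPM in Yap1WT replicates 1 to 4 and 21.3, 27.6, 29.7 and 24.2 CPM in Yap1KO replicates 1 to 4, so every library matched its label. This is a 2.84-fold lower level (log2 fold change -1.51, standard error 0.13, adjusted p = 0.000208 from edgeR). The gene lies on chromosome 9 of GRCm38 from 7931999 to 8004638, and since Cre removes exon 3 only, counts over the whole gene need not reach 0. Shh, which encodes the secreted signal Sonic hedgehog, lies on chromosome 5 from 28456840 to 28467101 and had 79.9 ± 13.2 CPM (SD, n = 4) in Yap1WT and 19.3 ± 10.1 CPM (SD, n = 4) in Yap1KO (log2 fold change -2.05, standard error 0.39, adjusted p = 0.0127). For Ankrd1, an ankyrin repeat gene on chromosome 19 of GRCm38 from 36111965 to 36119844, the table held no read in any Yap1WT library and 0, 6, 2 and 0 reads in Yap1KO replicates 1 to 4, below the minimum for testing. Of 21 measured targets of YAP and TEAD, none was lower and F3, the gene of tissue factor, was higher (log2 fold change 0.86, standard error 0.20, adjusted p = 0.0344), and the count was the same when adjusted over the list alone. The remaining 20 targets did not pass the test, 8 of the 21 being higher at an unadjusted p under 0.05, and the count of lower targets was 0 at an unadjusted p under 0.05, 0 by DESeq2 and 0 by limma-voom. Among 20 components of the Hippo pathway, Yap1 and Wwc1 were lower and Vgll4, which encodes a TEAD cofactor, was higher (log2 fold changes -0.78 for Wwc1 and 0.80 for Vgll4), and adjusted over the list alone 2 were higher and 2 lower. Wwtr1, the gene of the YAP1 paralog TAZ, had a log2 fold change of 0.96 (standard error 0.26, adjusted p = 0.0658), with an adjusted p of 0.00729 from DESeq2. As a whole the target list lay higher in Yap1KO (median log2 fold change 0.38, 16 of 21 above 0; camera adjusted p = 0.0127, but adjusted p = 0.439 with an estimated correlation). In the same libraries markers of endothelial cells had a median of 1.24 and those of fibroblasts 0.66, with 14 of 14 and 19 of 20 above 0. The pathway components lay neither way (adjusted p = 0.749). Without Yap1KO replicate 4 the adjusted p of Shh was 0.0517. The calls of F3 and Vgll4 were lost without Yap1WT replicate 1, 2 or 3 or Yap1KO replicate 1, 3 or 4 for F3 (adjusted p = 0.0637 to 0.105) and without Yap1WT replicate 2 or 3 or Yap1KO replicate 1, 3 or 4 for Vgll4 (adjusted p = 0.0508 to 0.0631).

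**Figure D1:**
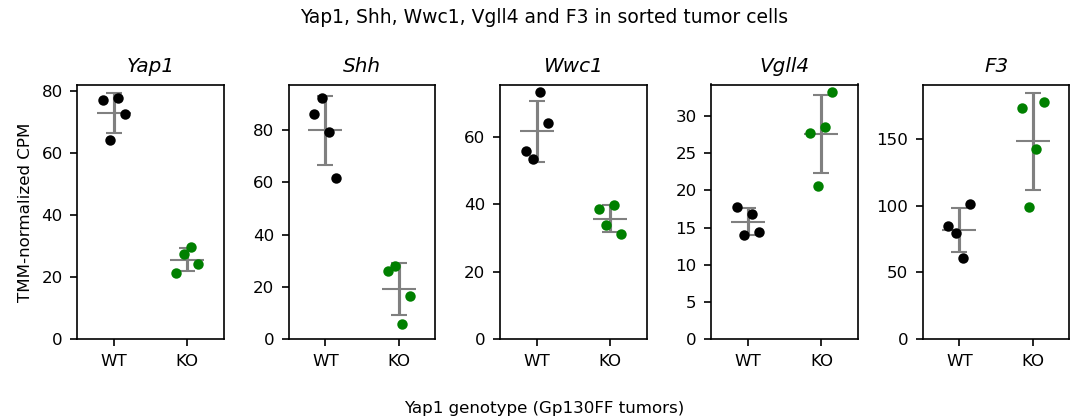
TMM-normalized CPM (y axis) of Yap1, Shh, Wwc1, Vgll4 and F3 in sorted tumor cells of the 4 Yap1WT mice (black points) and the 4 Yap1KO mice (green points), with the mean and SD of each group in grey. Yap1 lies at 64.2 to 78.0 CPM in Yap1WT and 21.3 to 29.7 CPM in Yap1KO.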

Among the genes which were down-regulated in *Gp130*^*FF*^; *Yap1*^*KO*^ mice, we not only detected *Yap1* itself but also Sonic hedgehog (*Shh*) and ankyrin repeat domain 1 (*Ankrd1*) as prototypic target genes of the Hippo/Yap1 pathway (Fig 4C). 

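Clca1, which encodes a secreted mucosal protein, was among the genes with the largest fall, from 498 ± 155 CPM (SD, n = 4) in Yap1WT to 22.5 ± 4.39 CPM (SD, n = 4) in Yap1KO (log2 fold change -4.47, standard error 0.26, adjusted p = 5.6e-05 from edgeR). The calpain genes Capn13 and Capn8 were 7.82-fold and 3.40-fold lower (log2 fold changes -2.97 and -1.76), with Capn8, on chromosome 1 of GRCm38 from 182564749 to 182634456, at 34.9 ± 7.72 CPM (SD, n = 4) and 10.3 ± 2.79 CPM (SD, n = 4). Cfap69, on chromosome 5 from 5579278 to 5664232, had 25.0 ± 11.6 CPM (SD, n = 4) in Yap1WT and 5.21 ± 2.92 CPM (SD, n = 4) in Yap1KO (log2 fold change -2.26, standard error 0.43, adjusted p = 0.0128). Of 18 measured markers of foveolar cells, the mucus-producing cells of the gastric surface, 7 were lower and 1 was higher (12 and 2 when adjusted over the list alone), and 3 of the 18 are genes that the paper itself shows. The lower ones also included Sult1c2 and the annexin gene Anxa10 (log2 fold change -0.98 for Anxa10). The abundant secreted products Tff1, Gkn1 and Gkn2 had log2 fold changes of -0.53, -0.62 and -0.95 and did not pass edgeR's test (adjusted p = 0.143, 0.172 and 0.109), with adjusted p-values from DESeq2 of 0.0229, 0.0366 and 0.0612. Gkn3 rose (log2 fold change 0.68, standard error 0.16, adjusted p = 0.0341 from edgeR). Capn9, the 1 further marker of the list, did not pass the filter, with 1335, 798, 2590 and 611 reads in Yap1WT replicates 1 to 4 and 25, 10, 69 and 0 in Yap1KO replicates 1 to 4, and with a filter at 4 libraries it was lower (log2 fold change -5.63, standard error 0.60, adjusted p = 0.000694). The list as a whole lay lower in Yap1KO (camera adjusted p = 2.1e-10, and 0.0312 with an estimated correlation). In the same libraries, 4 of 13 markers of mucous neck and metaplastic cells were higher, among them the aquaporin gene Aqp5 and the transcription factor gene Sox9 (log2 fold changes 1.65 and 0.63), and 5 when adjusted over the list alone. None of these markers was called lower by edgeR (0 at an unadjusted p under 0.05, 0 by DESeq2 and 0 by limma-voom). The call of Gkn3 was lost without Yap1WT replicate 1, 3 or 4 or Yap1KO replicate 1, 2, 3 or 4 (adjusted p = 0.0532 to 0.0798). That of Aqp5 was lost without Yap1WT replicate 1, 2 or 3 or Yap1KO replicate 4 (adjusted p = 0.0500 to 0.0550), and that of Sox9 without Yap1WT replicate 2, 3 or 4 or Yap1KO replicate 1 or 3 (adjusted p = 0.0511 to 0.0805).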

Genes with reduced expression also related to mucosal function, included calcium-regulated non-lysosomal thiol-protease (*Capn8*), a marker for gastric surface mucus–producing cells, and Cilia- and flagella-associated protein 6 (*Cfap69*) as an abundantly expressed surface epithelial gene associated with sensory transduction. Reduced expression of genes regulating cell metabolism was also observed (Fig 4D–F). 

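Apart from Slc10a2, each gene of Fig 4E and F was lower in all 4 Yap1KO libraries than in any Yap1WT library. The cytochrome P450 gene Cyp2c65, on chromosome 19 of GRCm38 from 39061006 to 39093948, was 4.59-fold lower, with 282 ± 25.2 CPM (SD, n = 4) in Yap1WT and 61.4 ± 9.23 CPM (SD, n = 4) in Yap1KO (log2 fold change -2.20, standard error 0.13, adjusted p = 5.6e-05 from edgeR). The glutathione S-transferase genes Gsta1 and Gsta2 were 6.86-fold and 7.36-fold lower, the calcium-regulating hormone gene Stc2 5.70-fold, the cholinesterase gene Bche 2.41-fold and the transporter gene Abcc3 2.47-fold. Among the genes of metabolite synthesis, the sulfotransferase genes Sult1b1, Sult1d1 and Sult1c2 were 5.34-fold, 3.75-fold and 3.10-fold lower, the aldo-keto reductase gene Akr1c14 5.43-fold and the prostaglandin reductase gene Ptgr1 2.34-fold, with adjusted p-values from 7.1e-05 to 0.000647. Slc10a2, which encodes a bile acid transporter, had 12.8, 5.38, 7.34 and 5.08 CPM in Yap1WT replicates 1 to 4 and 1.48, 5.46, 0.594 and 0 CPM in Yap1KO replicates 1 to 4, so that it overlapped between the groups (log2 fold change -2.02, standard error 0.91, adjusted p = 0.245). Limma-voom with quantile normalization gave it an adjusted p of 0.0263. The study chose these 13 genes on the same libraries, so their 12 calls are not independent evidence. Gsta1, Gsta2 and the sulfotransferases belong to families of similar sequence, and their counts may include reads of one another.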

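The retinol, glutathione and steroid lists each had several enzymes that were lower in Yap1KO and none that edgeR called higher. The counts of higher genes were 4 at an unadjusted p under 0.05, 3 by DESeq2 and 0 by limma-voom for retinol, 1 at an unadjusted p under 0.05, 1 by DESeq2 and 0 by limma-voom for glutathione and 2 at an unadjusted p under 0.05, 2 by DESeq2 and 0 by limma-voom for steroid genes. Of 31 measured genes of retinol metabolism, 7 were lower, among them the cytochrome P450 gene Cyp2s1 and the glucuronosyltransferase genes Ugt2b35 and Ugt2b34 (log2 fold changes -1.78, -1.31 and -0.99). Of 46 genes of glutathione metabolism, 10 were lower, including Gstm1 and Gclc, which encodes the enzyme of the first step of glutathione synthesis (log2 fold changes -0.91 and -0.71). Of 29 genes of steroid hormone biosynthesis, 6 were lower, and 4 of these, Cyp2c65, Ugt2b34, Ugt2b35 and Akr1c14, lie in other groups named here. Among 30 genes of amino acid metabolism, 5 were lower and Adssl1 alone was higher, with Aspa, the gene of an aspartoacylase, at 44.7 ± 6.97 CPM (SD, n = 4) in Yap1WT and 10.5 ± 5.23 CPM (SD, n = 4) in Yap1KO (log2 fold change -2.11, standard error 0.33, adjusted p = 0.00448 from edgeR). The aminotransferase gene Bcat2 had a log2 fold change of -0.67. Adjusted over the list alone, 12 retinol genes were lower and 4 higher, 11 and 0 glutathione genes, 9 and 2 steroid genes, and 7 and 1 amino acid genes. Each list as a whole lay lower in Yap1KO by camera (adjusted p = 1.6e-06 for retinol, 1.4e-06 for glutathione, 8.1e-07 for steroid and 0.00532 for amino acid genes). With an estimated correlation the retinol and steroid lists passed (adjusted p = 0.0394 for both), and the glutathione and amino acid lists did not (adjusted p = 0.0523 and 0.179). The foveolar markers, whose median log2 fold change was -0.64, moved the same way as these lists, whose medians were -0.41, -0.20, -0.28 and -0.23. KEGG's own pathway tables were not used here, so these lists, written from general knowledge, stand in for the paper's pathways. The call of Adssl1 was lost without Yap1WT replicate 1, 2 or 3 or Yap1KO replicate 3 (adjusted p = 0.0617 to 0.0895).

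**Figure D2:**
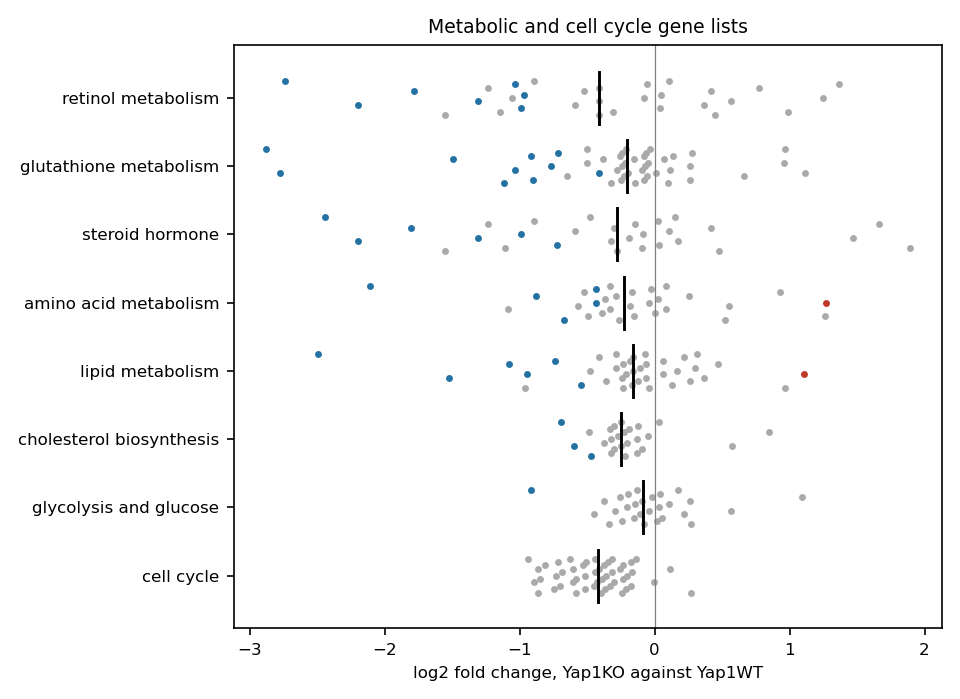
Log2 fold change of Yap1KO against Yap1WT (x axis) for each measured gene of 8 metabolic and cell cycle lists (y axis), with genes lower at an adjusted p under 0.05 from edgeR in blue, genes higher in red, other genes in grey and the median of each list as a black line. The retinol median lies at -0.41 and the cell cycle median at -0.42, the latter with no gene past the test.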

Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis of the down-regulated genes showed significant changes in retinol, glutathione, steroid hormone, and amino acid metabolism (Fig 4D, Table S2).

**Figure 4.**
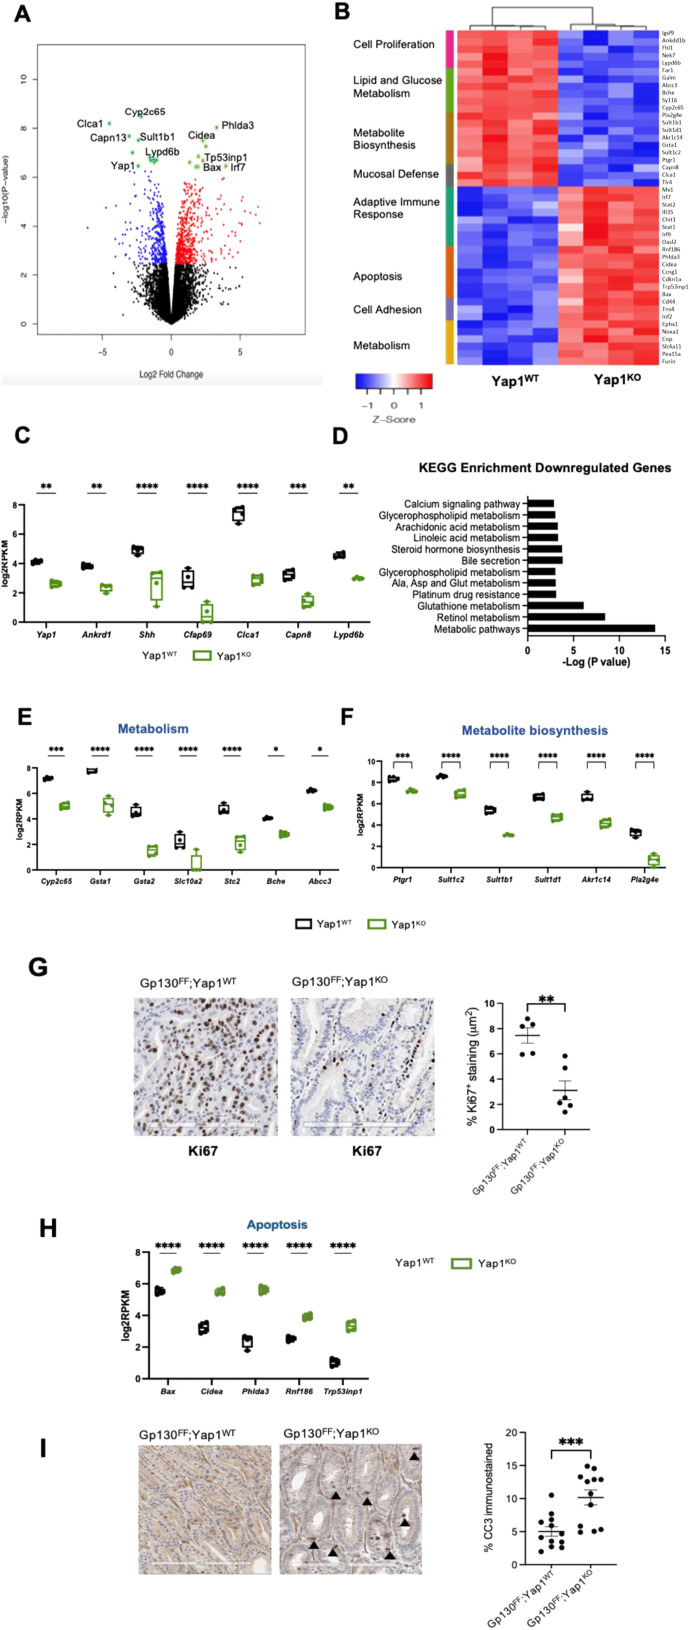
Transcriptomics analysis of Yap1-dependent pathways in gastric cancer development. **(A)** Volcano plot illustrating fold change of differentially regulated genes (x axis) versus statistical significance (y axis) in tumor epithelial cells isolated from 20-wk-old *Gp130*^*FF*^; *Yap1*^*WT*^ and *Gp130*^*FF*^; *Yap1*^*KO*^ mice. Tamoxifen was administered for 3 d in mice and tumor samples collected at the end of treatment for transcriptomics profiling. Top up-regulated and down-regulated genes are highlighted in green. **(B)** Heatmap of normalised log-2 rpkm RNA-seq data from 20-wk-old *Gp130*^*FF*^; *Yap1*^*WT*^ and *Gp130*^*FF*^; *Yap1*^*KO*^ mice. Unsupervised clustering of rows (genes) and columns (individual mice) for *Gp130*^*FF*^; *Yap*^*WT*^ or *Gp130*^*FF*^; *Yap*^*fl/fl*^ animal cohorts. Groups of genes related in biological function are indicated. **(C)** Box and whisker plots of individual mRNA transcript expression data for selected down-regulated genes, showing log_2_RPKM values of tumor samples from *Gp130*^*FF*^; *Yap1*^*WT*^ (black) and *Gp130*^*FF*^; *Yap1*^*KO*^ (green) mice. Data points are values from individual mice (n = 4), ***P < 0.001, ****P < 0.0001 Sidak’s multiple comparisons test. **(D)** Top most significantly down-regulated cellular pathways identified by Kyoto Encyclopedia of Genes and Genomes enrichment pathway analysis (y-axis) plotted against −log_−10_ *P*-value. **(E)** Box and whisker plots of individual mRNA expression data grouped by molecular markers for cell metabolic pathways, showing log_2_RPKM values of tumor samples from *Gp130*^*FF*^; *Yap1*^*WT*^ (black) and *Gp130*^*FF*^; *Yap1*^*KO*^ (green) mice. Data points are values from individual mice (n = 4), ***P < 0.001, ****P < 0.0001 Sidak’s multiple comparisons test. **(F)** Box and whisker plots of individual gene expression data grouped by regulation of metabolite synthesis, showing log_2_RPKM values of tumor samples from *Gp130*^*FF*^; *Yap1*^*WT*^ (black) and *Gp130*^*FF*^; *Yap1*^*KO*^ (green) mice. Data points are values from individual mice (n = 4), ***P < 0.001, ****P < 0.0001 Sidak’s multiple comparisons test. **(G)** Representative images of Ki67 immunohistochemistry and the quantification of Ki67 immunostaining of tumor sections from *Gp130*^*FF*^; *Yap1*^*WT*^ and *Gp130*^*FF*^; *Yap1*^*KO*^ mice. Data points are individual tumors from n = 5–6 mice, mean ± SEM, ***P < 0.001, unpaired *t* test. Scale bar = 200 μm. **(H)** Box and whisker plots of individual gene expression data grouped by regulation of apoptosis, showing log_2_RPKM values of tumor samples from *Gp130*^*FF*^; *Yap1*^*WT*^ (black) and *Gp130*^*FF*^; *Yap1*^*KO*^ (green) mice. Data points are values from individual mice (n = 4), ***P < 0.001, ****P < 0.0001 Sidak’s multiple comparisons test. **(I)** Representative images of cleaved caspase 3 immunohistochemistry with positive stain highlighted with black arrowheads. Quantification of apoptosis by cleaved caspase 3 immunohistochemistry of tumor sections from *Gp130*^*FF*^; *Yap1*^*WT*^ and *Gp130*^*FF*^; *Yap1*^*KO*^ mice. Scale bar = 200 μm. Data points are individual tumors from n = 11–12 mice, mean ± SEM, ***P < 0.001, unpaired *t* test.

Table S2. RNASeq analysis of expression data of all differentially regulated genes in the *Gp130*^*FF*^; *Yap*^*KO*^ when compared with *Gp130*^*FF*^; *Yap1*^*WT*^ tumor cells.

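In sorted Yap1KO tumor cells, 476 genes were higher and 316 lower than in Yap1WT cells, of 13495 tested with edgeR. Among genes with a mean of at least 5 CPM in the higher group and no overlap between the groups, 8 of the 10 largest rises among tested genes were those of interferon-induced genes, Oas3, Ifit1, Isg15, Ifit3, Oas2, Usp18, Ifit3b and Mx2, with log2 fold changes of 5.93 to 4.58. Isg15, a ubiquitin-like protein gene, went from 1.69 ± 0.903 CPM (SD, n = 4) to 67.2 ± 24.3 CPM (SD, n = 4) (log2 fold change 5.27, standard error 0.42, adjusted p = 0.000174 from edgeR). The mast cell protease gene Mcpt4 and Eda2r, a receptor gene among the targets of p53, completed these 10 (log2 fold change 5.25 for Mcpt4, and 29.8-fold for Eda2r). The paralogs Mcpt1 and Mcpt2, which may share reads with Mcpt4, had log2 fold changes of 2.57 and 2.44 (adjusted p = 0.0473 and 0.0622, and 0.0236 for Mcpt2 by limma-voom with quantile normalization), while the mast cell genes Cpa3, Tpsb2 and Fcer1a had 0 to 39 reads in every library. The 10 largest falls among tested genes were those of the gasdermin gene Gsdma2, Clca1, S100a7l2, Mogat1, Gsta5, Cracd, Capn13, Slc5a5, which encodes the sodium iodide symporter, Gsta2 and Fhl1. Gsdma2 fell from 130 ± 69.1 CPM (SD, n = 4) to 4.95 ± 2.06 CPM (SD, n = 4) (log2 fold change -4.72, standard error 0.44, adjusted p = 0.000295), and Slc5a5 had a log2 fold change of -2.90. Genes with few reads in 1 group can miss the filter. With a filter at 4 libraries, 18 genes not tested otherwise were higher and 4 lower. Of these, Apol9b, Apol9a and Ido1 would be among the 10 largest rises (log2 fold changes 5.94, 5.80 and 5.12), and Capn9 would be the largest fall (-5.63). Further genes with small p-values were Mx1, Gbp3, Phlda3, Oasl2 and Cidea among those higher and Cyp2c65, Sult1b1, Lypd6b, Yap1 and Syt16 among those lower. Full separation of the 4 Yap1KO libraries from the 4 Yap1WT libraries held for 460 of the genes called higher and 312 of those called lower, and for 13.2% of all tested genes, where chance gives 2.86%. Without Yap1KO replicate 4, which stood apart, 260 genes were higher and 193 lower, without Yap1WT replicate 3 238 and 154, without Yap1WT replicate 1 312 and 226, and without Yap1KO replicate 1 285 and 206. The call of Mcpt1 was lost without Yap1WT replicate 1, 3 or 4 or Yap1KO replicate 1, 2 or 4 (adjusted p = 0.0703 to 0.105), with a filter at 4 libraries, with robust dispersion and with a term for sex (0.0506, 0.0852 and 0.0612). That of S100a7l2 was lost without Yap1WT replicate 1 or 2 or Yap1KO replicate 1 or 3 (adjusted p = 0.0532 to 0.0675). That of Mogat1 was lost without Yap1WT replicate 3 or Yap1KO replicate 1 (adjusted p = 0.0728 to 0.0776) and by limma-voom with quantile normalization or quality weights (adjusted p = 0.0754 and 0.0841).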

We attributed the decreased tumor burden in *Gp130*^*FF*^; *Yap1*^*KO*^ mice to decreased cell proliferation as revealed by Ki67 immunohistochemistry, and we observed a concomitant increase in several apoptosis effectors including Bax, cell death activator (*Cidea*), pleckstrin homology–like domain family A member 3 (*Phlda3*), the E3 ubiquitin-protein ligase 186 (*Rnf186*), and tumor protein p53-inducible nuclear protein 1 (*Trp53inp1*) (Fig 4G and H). Furthermore, immunohistochemistry of tumor sections revealed significantly higher expression of cleaved caspase 3 in gastric tumors of *Gp130*^*FF*^; *Yap1*^*KO*^ mice when compared with *Gp130*^*FF*^; *Yap1*^*WT*^ mice (Fig 4I), confirming a clear up-regulation of multiple pathways that enhance apoptosis in response to *Yap1* gene ablation.

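Each of these 5 effector genes was higher in all 4 Yap1KO libraries than in any Yap1WT library. Phlda3, whose product restrains AKT signalling and which lies on chromosome 1 of GRCm38 from 135766085 to 135769134, had 7.44 ± 2.37 CPM (SD, n = 4) in Yap1WT and 71.7 ± 11.2 CPM (SD, n = 4) in Yap1KO (log2 fold change 3.27, standard error 0.25, adjusted p = 0.000174 from edgeR). Trp53inp1 and Cidea were 5.02-fold and 4.82-fold higher, and Bax, which permeabilizes mitochondria, and Rnf186 2.52-fold and 2.72-fold. The study chose these genes on these libraries, so their direction is not independent evidence. Of 39 measured targets of p53, 21 were higher and edgeR called none lower (24 and 0 when adjusted over the list alone), and 6 of the 39 are genes that the paper shows. The cell cycle inhibitor gene Cdkn1a rose from 107 ± 9.20 CPM (SD, n = 4) to 301 ± 72.3 CPM (SD, n = 4) (log2 fold change 1.49), Ccng1 by 2.02 and Ephx1 by 2.53 on the log2 scale. The list as a whole lay higher in Yap1KO (camera adjusted p = 6.4e-30, and 0.0312 with an estimated correlation). The paper describes tamoxifen, and so active Cre, for the Yap1KO mice alone, while the labels name tamoxifen for all mice. By the paper's description, an effect of tamoxifen or Cre on these genes cannot be told apart from the loss of Yap1. Of 37 genes of the core apoptosis machinery, 4 were higher and edgeR called none lower, 8 and 1 when adjusted over the list alone. The counts of lower genes were 1 at an unadjusted p under 0.05, 0 by DESeq2 and 0 by limma-voom for the p53 targets and 2 at an unadjusted p under 0.05, 1 by DESeq2 and 0 by limma-voom for the apoptosis genes. Those higher were Bax, Cidea, the BH3-only gene Bbc3 and the death ligand gene Tnfsf10 (2.64-fold for Bbc3 and 3.05-fold for Tnfsf10), and the remaining 33 did not pass the test. This list also lay higher (camera adjusted p = 0.00258, and 0.0394 with an estimated correlation), with a median log2 fold change of 0.10. The median of the p53 list was 0.70. In the same libraries endothelial markers had a median of 1.24 and fibroblast markers 0.66, with 14 of 14 and 19 of 20 above 0. Foveolar markers had a median of -0.64, with 14 of 18 below 0. From the Ki67 staining the paper reasons that the smaller tumor burden of Yap1KO mice comes from lower proliferation. Beside this it places the increase of these apoptosis effectors and a higher level of cleaved caspase 3 in stained tumor sections (Fig 4I). The staining was not analysed here.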

### Loss of Yap1 induces an immune effector phenotype in gastric cancer

Interestingly, we also observed significant enrichment of genes associated with antigen processing and antigen presentation, phagosome function, cytokine signalling, NOD and RIG signalling, and cytosolic DNA-sensing pathways in tumors from *Gp130*^*FF*^; *Yap1*^*KO*^ compared with *Gp130*^*FF*^; *Yap1*^*WT*^ mice (Fig 5A and Table S2). 

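Genes that present peptides on MHC class I were higher in Yap1KO cells, with 19 of 31 higher and none called lower by edgeR (22 and 0 when adjusted over the list alone). They included the peptide transporter genes Tap1 and Tap2, the immunoproteasome gene Psmb8 and Nlrc5, the transactivator of class I genes (log2 fold changes 2.07, 1.16, 1.91 and 2.73). Of 12 class II genes, Ctsl, Ctsb, Lgmn and Rfxap were higher, which act in lysosomal protein cleavage or, for Rfxap, in transcription, and edgeR called none lower (5 and 1 when adjusted over the list alone). The counts of lower genes were 0 at an unadjusted p under 0.05, 0 by DESeq2 and 0 by limma-voom for class I and 1 at an unadjusted p under 0.05, 1 by DESeq2 and 0 by limma-voom for class II. Among 45 genes of NOD, RIG-I and cytosolic DNA sensing, 13 were higher and 2 lower (18 and 2 adjusted over the list alone), the RNA sensor gene Dhx58 rising from 3.42 ± 0.591 CPM (SD, n = 4) to 37.3 ± 14.0 CPM (SD, n = 4) (log2 fold change 3.45, standard error 0.29, adjusted p = 0.000208 from edgeR). Il18 and the inflammasome adaptor gene Pycard fell by 1.29 and 0.81 on the log2 scale. Of 41 phagosome genes, Thbs1, Ctsl, Atp6v0a2 and Lamp2 were higher and Atp6v0d2, Tlr2 and Tlr4 lower (log2 fold changes 1.25 for Thbs1 and -0.96 for Tlr4), with 7 and 5 adjusted over the list alone. Of 49 cytokines and receptors, 6 were higher, such as Cxcl10, Tnfsf9 and Tnfrsf23, and 4 lower, such as Cxcl5, Ccl20 and Ifngr1 (10 and 5 adjusted over the list alone), with log2 fold changes of 2.54 for Cxcl10 and -2.07 for Cxcl5. Camera placed the class I (2.5e-19) and sensing lists (1.5e-10) higher in Yap1KO at these adjusted p-values, and both passed with an estimated correlation (adjusted p = 0.0388 and 0.0394). The largest rise of the sensing list was that of the interferon-induced gene Isg15 (log2 fold change 5.27). The list was not tested without interferon-induced genes, so its rise is not independent evidence beside theirs. The class II and cytokine lists passed (adjusted p = 0.00334 and 0.0401) but not with an estimated correlation (adjusted p = 0.189 and 0.470), and the phagosome list passed with neither (adjusted p = 0.575 and 0.642). In the same libraries the 14 endothelial markers had a median log2 fold change of 1.24, with 2 called higher (11 when adjusted over the list alone), and their most abundant gene Plvap had 60.1 to 239 CPM in Yap1WT and 214 to 403 CPM in Yap1KO (log2 fold change 1.39, standard error 0.38, adjusted p = 0.0649). The pan-leukocyte gene Ptprc had 5.62 to 12.4 CPM in Yap1WT and 1.19 to 4.47 CPM in Yap1KO. The call of the cytokine list was also lost without Yap1WT replicate 2 or 3 or Yap1KO replicate 2 or 4 (adjusted p = 0.0827 to 0.136). Those of Ctsb, Rfxap, Pycard, Atp6v0a2, Lamp2, Atp6v0d2, Tlr2, Cxcl5, Ccl20 and Ifngr1 were each lost without 1 or more of the 8 libraries (adjusted p = 0.0503 to 0.149), each library ending at least 1 of these calls.

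**Figure D3:**
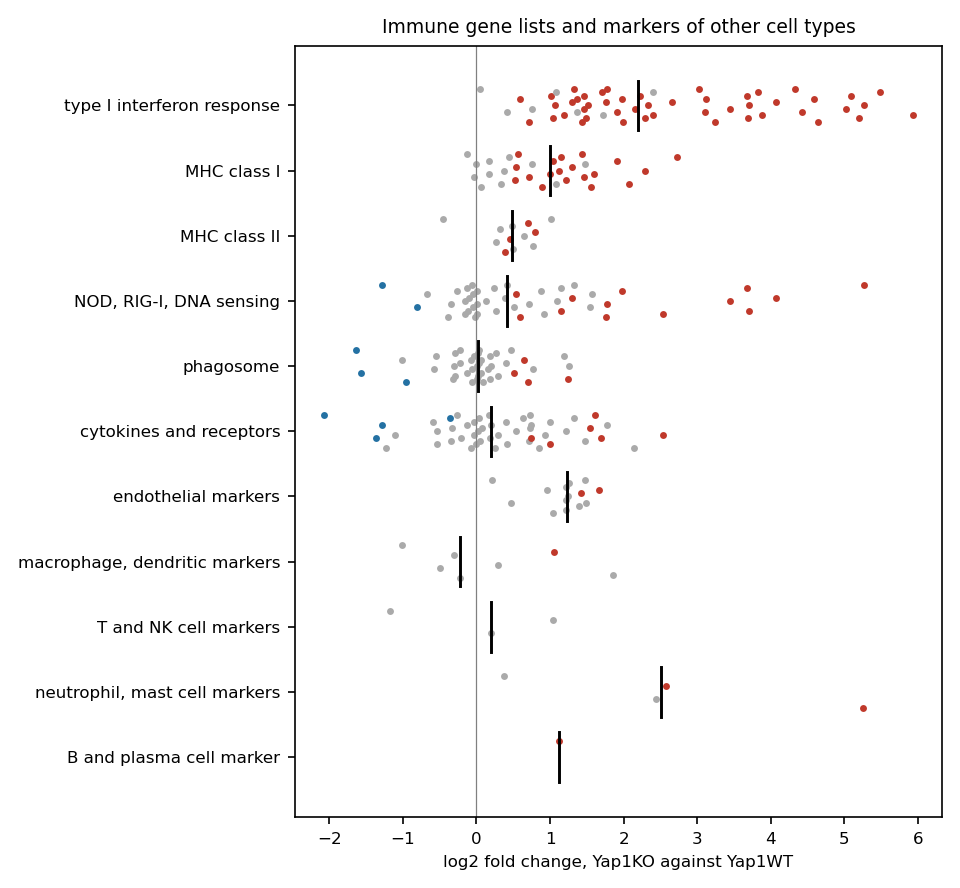
Log2 fold change of Yap1KO against Yap1WT (x axis) for each measured gene of 6 immune lists and of the endothelial, macrophage and dendritic, T and NK, neutrophil and mast, and B and plasma cell markers (y axis), with genes higher at an adjusted p under 0.05 from edgeR in red, genes lower in blue, other genes in grey and the median of each list as a black line. The interferon list has a median of 2.19, the 4 neutrophil and mast cell genes one of 2.504, and the endothelial markers lie at 1.24.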

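Interferon-induced genes rose together in Yap1KO cells, with 47 of 54 measured genes of the type I interferon response higher and none called lower by edgeR (52 and 0 when adjusted over the list alone). Irf7, a transcription factor of the interferon response on chromosome 7 of GRCm38 from 141263183 to 141266499, had 11.3 ± 4.17 CPM (SD, n = 4) in Yap1WT and 191 ± 66.6 CPM (SD, n = 4) in Yap1KO, 16.8-fold higher (log2 fold change 4.07, standard error 0.35, adjusted p = 0.000209 from edgeR). Irf9, another transcription factor gene of this response on chromosome 14 from 55603985 to 55610030, was 2.75-fold higher, and Stat2 had a log2 fold change of 1.71. Mx1, an antiviral GTPase gene on chromosome 16 from 97447035 to 97462906 that the RefSeq annotation of this build marks as a transcribed pseudogene, had 3.26 ± 0.862 CPM (SD, n = 4) and 42.4 ± 10.3 CPM (SD, n = 4) (log2 fold change 3.69, standard error 0.25, adjusted p = 0.000105). All 4 Yap1KO libraries lay above all 4 Yap1WT libraries for each of these genes. The interferon list as a whole lay higher in Yap1KO (camera adjusted p = 2.5e-118, and 0.0312 with an estimated correlation), and 9 of its genes are among those the paper shows. The remaining 7 did not pass the test, and the count of lower genes was 0 at an unadjusted p under 0.05, 0 by DESeq2 and 0 by limma-voom. Over the fits without 1 library, 43 to 48 of the 54 genes were higher. The endothelial markers lay higher too (camera adjusted p = 1.7e-08, and 0.267 with an estimated correlation), and none of the 3 measured T and NK cell markers passed edgeR's test (0 higher and 1 lower at an unadjusted p under 0.05, 0 lower by DESeq2 and 0 by limma-voom). The 4 neutrophil and mast cell genes lay higher (median log2 fold change 2.504, camera adjusted p = 1.2e-05, and 0.108 with an estimated correlation), 3 of them Mcpt genes. Cd68 of macrophages and Pou2af1 of B and plasma cells were called higher (log2 fold changes 1.06 and 1.13). These calls were lost without Yap1WT replicate 1, 2, 3 or 4 or Yap1KO replicate 1, 2 or 3 for Cd68 (adjusted p = 0.0678 to 0.149) and without Yap1WT replicate 1, 2, 3 or 4 or Yap1KO replicate 1, 2 or 3 for Pou2af1 (adjusted p = 0.0500 to 0.138). The cytokine genes Ifnb1, Ifng and Ifnl3, looked up after the rise was seen, had at most 18 reads in any library.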

The distinct up-regulation of genes associated with innate immune responses included interferon regulatory factors 7 and 9 (*Irf7*, *Irf9*) and MX dynamin-like GTPase 1 (*Mx1*) (Fig 5B and C). 

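Of the class I genes that the paper shows, H2-Q6 had 4.52 ± 1.69 CPM (SD, n = 4) in Yap1WT and 12.5 ± 3.45 CPM (SD, n = 4) in Yap1KO (log2 fold change 1.47, standard error 0.34, adjusted p = 0.0307 from edgeR), and H2-T10 was 3.02-fold higher (log2 fold change 1.59, standard error 0.31, adjusted p = 0.0160). H2-Q7 had 5.06 ± 2.82 CPM (SD, n = 4) and 14.0 ± 5.62 CPM (SD, n = 4) and did not pass edgeR's test (log2 fold change 1.47, standard error 0.48, adjusted p = 0.111), although all 4 Yap1KO libraries lay above all 4 Yap1WT libraries. By DESeq2 and limma-voom with quantile normalization it had adjusted p-values of 0.0142 and 0.0405. On the deposited log2 values, each of the 3 genes gave the smallest p that 4 mice against 4 allow (exact permutation test, two-sided, p = 0.0286). The study chose these 3 genes on the same libraries, so neither their direction nor this p is independent evidence. The classical class I genes H2-K1 and H2-D1 and the light chain gene B2m, chosen after their values were seen, were also higher (log2 fold changes 0.72, 0.54 and 1.43). H2-Q6 and H2-Q7 lie beside each other on chromosome 17 of GRCm38, from 35424850 to 35430055 and from 35439140 to 35443773, and H2-T10, marked as a transcribed pseudogene, from 36115871 to 36121444. These genes are near-identical in parts of their sequence, so the split of reads among them is uncertain. The call of H2-Q6 was lost without Yap1WT replicate 1 or 2 or Yap1KO replicate 1 or 4 (adjusted p = 0.0504 to 0.0868). That of H2-T10 was lost without Yap1WT replicate 3 or Yap1KO replicate 1 (adjusted p = 0.0547 to 0.0641), and that of H2-D1 without Yap1WT replicate 1, 2, 3 or 4 or Yap1KO replicate 1, 3 or 4 (adjusted p = 0.0595 to 0.105).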

Expression of histocompatibility 2, Q region locus 6 (*H-2Q6*) and 7 (*H-2Q7*), and histocompatibility 2, T region locus 10 (*H-2T10*) expression were elevated. Although all three molecules are involved in antigen processing and presentation via MHC class I, H-2Q6 and H-2Q7 also enable T-cell receptor binding, suggesting altered instructions of the immune compartment by Yap1-deficient neoplastic gastric epithelium.

**Figure 5.**
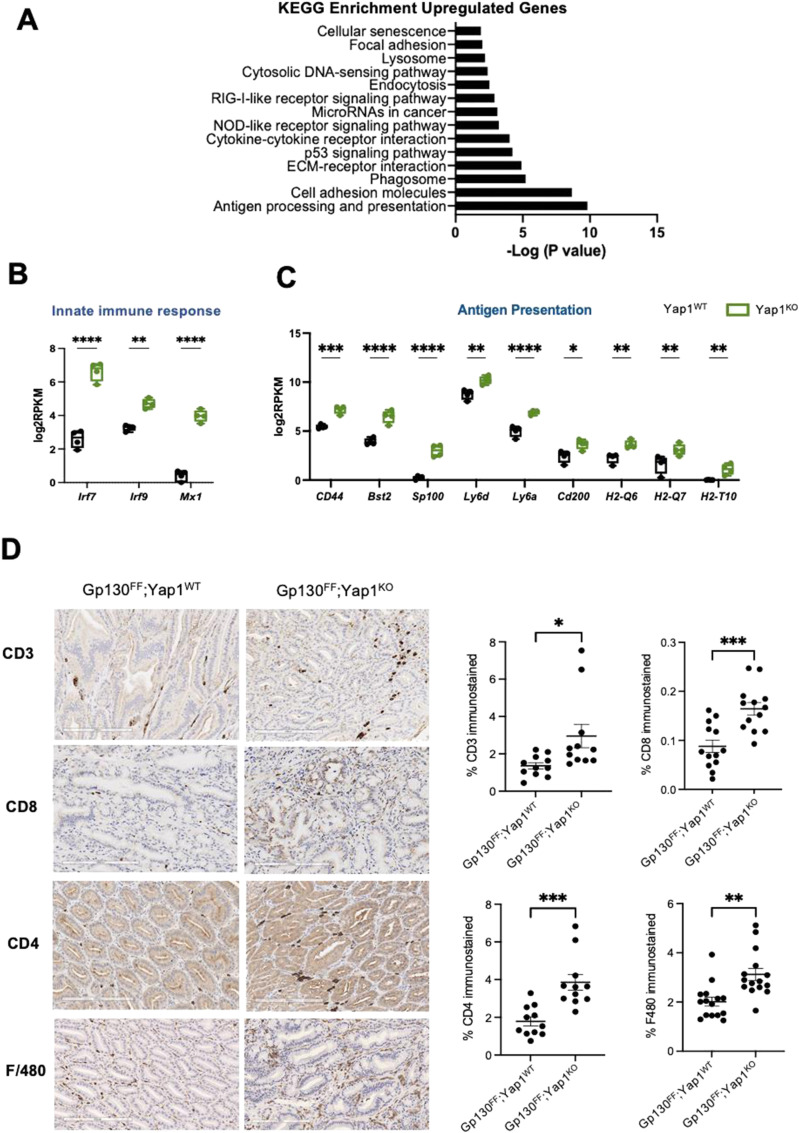
Inhibition of Yap1 function enhances anti-tumor immune responses. **(A)** Top most significantly up-regulated genes and canonical pathways as defined by Kyoto Encyclopedia of Genes and Genomes enrichment pathway analysis (y-axis) plotted against −log_−10_ *P*-value. **(B)** Box and whisker plots of individual gene expression data grouped by functional pathway, showing log_2_RPKM values of tumors from *Gp130*^*FF*^; *Yap1*^*WT*^ (black) and *Gp130*^*FF*^; *Yap1*^*KO*^ (green) mice. Data points are values from individual mice (n = 4), *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 Sidak’s multiple comparisons test. **(C)** Representative micrographs of immune cell infiltrates in tumors from *Gp130*^*FF*^; *Yap1*^*WT*^ and *Gp130*^*FF*^; *Yap1*^*KO*^ mice. **(C, D)** Quantification of immune cell infiltrates in tumors from *Gp130*^*FF*^; *Yap1*^*WT*^ and *Gp130*^*FF*^; *Yap1*^*KO*^ mice from (C). Scale bar = 200 μm. Data points are individual tumors from n = 11–15 animals, mean ± SEM, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, unpaired *t* test.

Given that our transcriptomics data demonstrated a strong up-regulation of immune-related genes, we used immunohistochemistry to quantify tumor-infiltrating immune cells. In tumors of *Gp130*^*FF*^; *Yap1*^*KO*^ we observed elevated numbers of CD3^+^ T cells encompassing primarily CD4^+^ helper T cells rather than CD8^+^ cytotoxic T cells compared with *Gp130*^*FF*^; *Yap1*^*WT*^ mice (Fig 5D). Surprisingly, we also observed an increase in macrophages in Yap1-deficient gastric tumors.

To more accurately quantify the effects of Yap1 deletion in tumor cells on the tumor immune environment in vivo, we used flow cytometry to assess the abundance of various effector cells (Fig 6). When compared with *Gp130*^*FF*^; *Yap1*^*WT*^ tumors, those from *Gp130*^*FF*^; *Yap1*^*KO*^ mice showed increased proportion of infiltrating CD4^+^ and NK cells, which were 20 times more abundant than CD8^+^ T cells (Fig 6A, C, and E). We also found that CD4^+^ and NK cells, rather than CD8^+^ T cells, had increased expression of effector molecules granzyme B and perforin, associated with elevated expression of the exhaustion marker PD1 (Fig 6B, D, and F). Our FACS analysis also confirmed an increase in tumor-associated macrophages that we observed by immune histochemistry (Figs 5D and 6G). Collectively, our data suggest that altered Yap1 expression in tumor epithelium alters the composition and activity of the immune environment to possibly promote anti-tumor immune responses.

**Figure 6.**
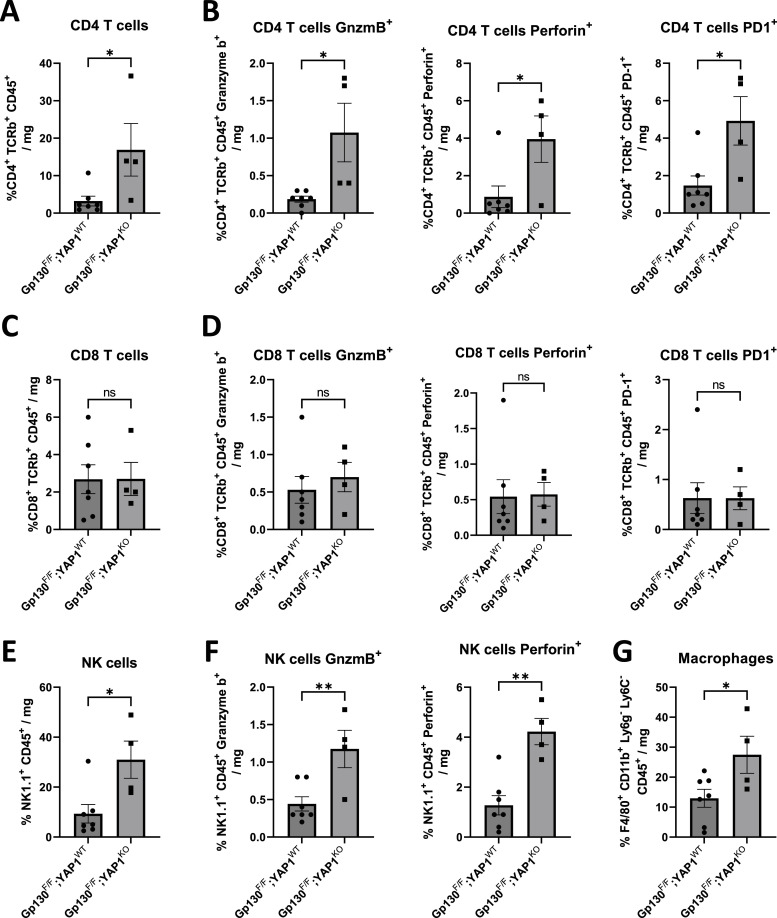
Inhibition of Yap1 function enhances CD4 T cells and NK cell cytotoxic activity. Single-cell suspensions of gastric tumors were analyzed for tumor-infiltrating immune cells and corresponding activation markers using flow cytometry. **(A, C, E, G)** Contribution of total number of CD4^+^ T cells (identified as CD45^+^ TCRβ+ CD4^+^ cells), CD8^+^ T cells (identified as CD45^+^ TCRβ+ CD8^+^ cells), NK cells (identified as CD45^+^ NK1.1), or macrophages (F4/80+ CD11b+ Ly6G− Ly6C−) expressed as number of cells per mg of gastric tumor. **(B, D, F)** Contribution of granzyme (Gnzmb+), Perforin+ or PD1+ expressing CD4^+^ T cells, NK cells, or CD8^+^ T cells (F) expressed as number of cells per mg of gastric tumor. *T* test (*P < 0.05). Each symbol represents a tumor derived from a separate mouse. For all panels, data are expressed as mean ± SEM.

### Yap1 ablation suppresses proliferation of gastric tumor organoids

Although our analysis of *Gp130*^*FF*^; *Yap1*^*KO*^ mice clearly shows that tumor cell–intrinsic Yap1 expression impacts tumor burden, it remains unclear whether this is a direct effect reducing tumor growth or indirect effect arising from enhanced anti-tumor immune activity. We therefore derived *Gp130*^*FF*^ tumor organoids and used CRISPR/Cas9-mediated gene editing to impair *Yap1* expression by co-transfecting organoids with the tracrRNA containing an ATTO550 label and the guide crRNA that targets exon 1 of the mouse *Yap1* gene (Fig S5A and B). Subsequent flow cytometric analysis for the ATO550-positive single cells suggested expression in a large majority of live cells, consistent with significant reduction of Yap1 at the mRNA transcript and protein level of organoids established from transfected cells (Fig 7A). The *Gp130*^*FF*^; *Yap1*^*KD*^ tumor organoids were smaller compared with *Gp130*^*FF*^; *Yap1*^*WT*^ organoids at the same time point in culture with reduced cell numbers (Fig 7B). Furthermore, the expression of the Hippo pathway target genes *Ankrd1*, *Cyr61*, *Amoltl2*, and *Taz*) was significantly reduced in *Gp130*^*FF*^; *Yap1*^*KD*^ tumor organoids (Fig 7C).

**Figure S5.**
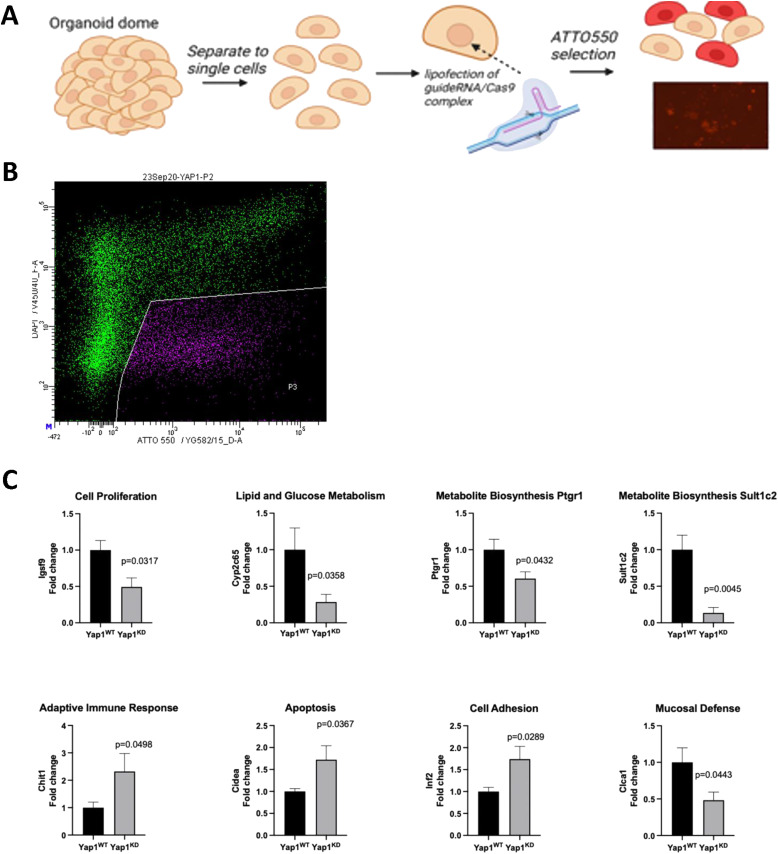
CRISPR/Cas9-edited gastric tumor organoids. **(A)** Schematic depiction of the transfection strategy for CRISPR/Cas9-mediated Yap1 gene knockdown gastric tumor organoids obtained from gastric tumors arising in *Gp130*^*FF*^ mice, or in *Tff1:CreERT2*; *Kras*^G12D^; *Pi3kCa*^H1027R^; *Tp53*^R172H^ compound mutant mice. Established organoids were used for CRISPR-mediated genome editing to knockdown YAP1 expression. Guide crRNA targeting exon 1 of the mouse YAP1 gene was combined in equal proportions with tracrRNA containing an ATTO550 label. This was used to create a RNP complex with Alt-R S.p. Cas9 Nuclease V3 which was then transfected into single cell established from organoids. Following FACS enrichment of ATTO550-labeled single cells, corresponding organoids were re-formed and cultured for subsequent in vitro assays. **(B)** Flow cytometric analysis for ATO550-positive, gated single cells suggests co-expression of the guide crRNA in a large majority of live (DAPI^low^) cells. This is consistent with substantially reduced expression of Yap1 organoids re-established from ATO550+ cells (main Fig 7A and E). **(C)** Comparison of mRNA expression by qRT–PCR of target genes with prototypic involvement in the indicated cellular pathways between *Yap*^*WTG*^*p130*^*FF*^ and *Yap1*^*KDG*^*p130*^*FF*^ organoids. Expression is normalised to that of 18S transcripts. Data are mean ± SEM from three independent experiments, *P*-values are stated for unpaired *t* test.

**Figure 7.**
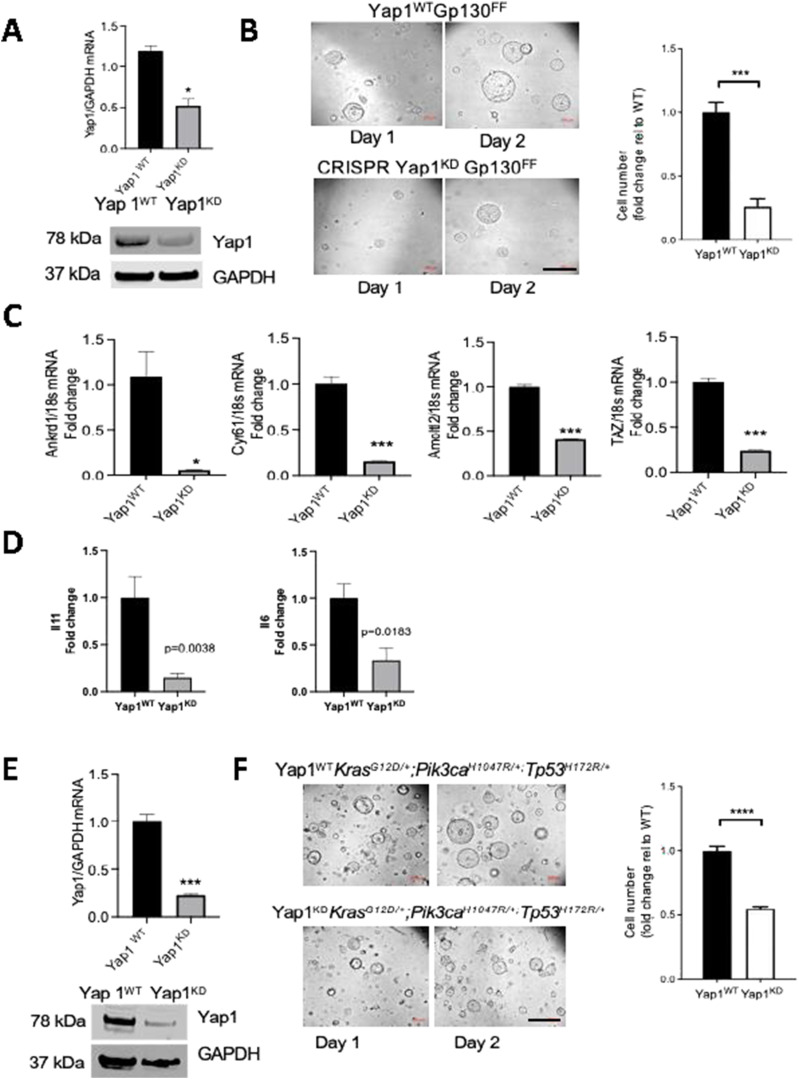
CRISPR-mediated inhibition of YAP1 in gastric tumor organoids inhibits proliferation. **(A)** Analysis of Yap1 mRNA and protein from *Yap*^*WT*^*Gp130*^*FF*^ and Yap1 knockdown (*Yap1*^*KD*^*Gp130*^*FF*^) organoids normalised for expression of GAPDH. **(B)** Light microscopy images of *Yap*^*WT*^*Gp130*^*FF*^ and *Yap1*^*KD*^*Gp130*^*FF*^ organoids in culture and cell proliferation rates measured with the Real-Time Glo assay. Data are presented as a fold-change of luminescence compared with counts at the initiation of experiment. Scale bar = 300 μm. **(C)** Changes in mRNA transcript expression of Yap1 target genes in *Yap*^*WT*^*Gp130*^*FF*^ and *Yap1*^*KD*^*Gp130*^*FF*^ organoids measured by qRT–PCR. Expression is normalised to 18S values. **(D)** Changes in mRNA transcript expression of IL-11 and IL-6 cytokines in *Yap*^*WT*^*Gp130*^*FF*^ and *Yap1*^*KD*^*Gp130*^*FF*^ organoids measured by qRT–PCR. Expression is normalised to 18S values. **(E)** Analysis of Yap1 mRNA and protein expression in *Yap1*^*WT*^*Kras*^G12D^*Pi3kCa*^H1027R^*Tp53*^R172H^ and *Yap1*^*KD*^*Kras*^G12D^*Pi3kCa*^H1027R^*Tp53*^R172H^ gastric tumor organoids. Data were normalised for expression of GAPDH. **(F)** Light microscopy images of *Yap1*^*WT*^*Kras*^G12D^*Pi3kCa*^H1027R^*Tp53*^R172H^ and *Yap1*^*KD*^*Kras*^G12D^*Pi3kCa*^H1027R^*Tp53*^R172H^ organoids in culture and cell proliferation rates measured with the Real-Time Glo assay. Data are presented as a fold-change of luminescence compared with counts at the initiation of experiment. Scale bar = 300 μm. Data are mean ± SEM from three independent experiments performed in quadruplicate, *P < 0.05, **P < 0.001, ***P < 0.0001, unpaired *t* test.

We then assessed expression of Yap1-dependent genes that we identified in the RNAseq analysis of tumors from *Gp130*^*FF*^; *Yap1*^*KO*^ mice, and which have prototypic functions in the associated KEGG cellular pathways (Fig S5C). In *Yap1*^*KD*^; *Gp130*^*FF*^ tumor organoids, we found reduced transcript levels for *Igsf9* (marker for cell proliferation), *Cyp2c65*, (lipid and glucose metabolism), *Ptgr1* and *Sult1c2* (metabolite biosynthesis), and *Clca1* (mucosal defence) when compared with *Yap1*^*WT*^; *Gp130*^*FF*^ tumor. By contrast, *Yap1*^*KD*^; *Gp130*^*FF*^ tumor organoids showed more prominent expression of *Chit1* (marker for adaptive immune responses), *Cidea* (apoptosis), and *Inf2* (cell adhesion). Finally, we assessed whether Yap1-depletion in *Yap1*^*KD*^; *Gp130*^*FF*^ tumor organoids reduced expression of gp130 cytokines and found that indeed this effect was more pronounced on IL11 than IL6 (Fig 7D). Collectively, these observations confirm that the transcriptional changes observed in our RNAseq profiling of *Gp130*^*FF*^; *Yap1*^*KO*^ tumors arises as a direct consequence of reduced epithelial Yap1 expression we observe in *Yap1*^*KD*^; *Gp130*^*FF*^ tumor organoids.

Finally, we confirmed tumor cell–intrinsic Yap1 expression as tumor-promoting mechanism outside a Stat3-driven model (i.e., *Gp130*^*FF*^), also in a bona fide oncogene–driven gastric cancers model. Thus, we generated organoids derived gastric tumors arising in *Tff1:CreERT2*; *Kras*^G12D^; *Pi3kCa*^H1027R^; *Tp53*^R172H^ (KPT) compound mutant mice in response to tamoxifen-dependent conversion of Kras and PI3K to their oncogenic isoform and simultaneous ablation of the p53 tumor suppressor gene (Eissmann, unpublished). Following CRISPR/Cas9-mediated impairment of *Yap1* expression in KPT organoids, which we confirmed by reduced Yap1 mRNA and protein levels (Fig 7E). Importantly, we observed that Yap1-deficient KPT organoids were smaller than their Yap1-proficient KPT counterparts and this corresponded with reduced cell proliferation of Yap1-deficient KPT organoids (Fig 7F).

Collectively, our results obtained across Yap1 mutant *Gp130*^*FF*^ and KPT tumor organoids suggests that inhibition of Yap1 activity confers suppression of tumors primarily via an IL11-mediated, tumor cell–intrinsic mechanism that possibly is further augmented by an enhanced anti-tumor immune response suggested from observations in *Gp130*^*FF*^; *Yap1*^*KO*^ mice. Thus, YAP1 provides a novel therapeutic target across gastric cancer subtypes that arise from various oncogenic triggers in humans.

## Discussion

Gastric cancer remains the second leading cause of cancer death worldwide, accounting for ∼780,000 deaths per year (30). Increased gastric cancer incidence is observed in individuals aged younger than 50 yr (30, 31, 32). The heterogeneity of gastric cancer is characterised with molecular sub-classifications (7, 26) and has increasingly been correlated with patient outcomes (27, 33). Molecular classification, especially that of gastric TME subtypes has utility in the prediction of response to checkpoint inhibitors in gastric cancer patients (27). Although the analysis of patient tumor heterogeneity is extremely informative for personalization of treatments, these also highlight the need for additional targeted therapies to suppress the multitude of cancer pathways at play. This also highlights the need for functional studies that delve into cellular pathways important to gastric cancer development, in immune-competent, and relevant oncogenic preclinical model systems. In this vein, our study investigated the importance of the Hippo signalling pathway and its crosstalk with gp130/STAT3-mediated inflammatory pathways in gastric cancer development.

Our work previously demonstrated a strong causal link of gp130 proinflammatory cytokines IL-6, and more so, IL-11 in the development of gastric cancer (21, 22). There is emerging link between proinflammatory cytokine signalling and YAP1 function in the context of inflammatory diseases and cancer. In models of inflammatory bowel disease, the up-regulation of gp130 signalling mediated by elevated levels of tumor IL-6 and IL-11 leads to Yap1 activation as a mechanism of wound healing (34). This was mediated, in part, by the direct interaction of gp130 with tyrosine kinases SRC and YES, to facilitate YAP1-dependent actions in the colonic epithelium (34). In colorectal cancer models driven by the loss of *adenomatous polyposis coli* gene, the up-regulation of gp130 expression leading to a heightened responsiveness to IL-6 and IL-11 also induces Yap1-dependent transcription (15). Although these studies have been correlative, the present study, in which we use a hyperactive gp130 mutant (*Gp130*^*FF*^) gastric cancer mouse model, we demonstrate a causal relationship between gp130/IL-11 signalling and Yap1 function. Single-cell RNA-Seq analysis of murine gastric tumors demonstrated varied expression patterns of the Hippo pathway transcriptional complex members, namely, *Yap1*, *Taz*, and *Tead1*, in gastric tumor cells. The abundance of *Yap1* expression in normal epithelial and stem cell populations in WT gastric tissue, is indicative of its normal roles in gastric tissue homeostasis and tissue regeneration (35), as part of gut barrier function.

When we used scRNA-seq to profile the *Gp130*^*FF*^ gastric tumor lesions, *Yap1* expression was localised specialised, gastric parietal cells, foveolar cells, and in the tumor epithelial cells. There are several specialized epithelial cells that aid barrier function in the gastric mucosa. These specialised cells include chief cells, enteroendocrine cells, stem cells, and foveolar cells, all of which are also found in gastric tumors (36). Lower, but detectable expression was observed in chief cells, neuroendocrine cells, tuft cells, and immune cells, highlighting the need to assess the functional effects of Yap1 in these cells in more depth in future studies.

From the expression patterns of *Tff1* in the *Gp130*^*FF*^ gastric tumors, we can infer that the conditional deletion of Yap1 with the Tff1-driven Cre-recombinase targeted the parietal cells, chief cells, foveolar cells, tumor epithelial cells, mucous neck cells, tuft cells, and neuroendocrine cells, thereby inducing a potent anti-tumor effect. Pathway analysis of Yap1-dependent transcriptional gene signatures demonstrated down-regulation of proliferation and cell metabolic pathway genes and an up-regulation of genes that regulate apoptosis, antigen presentation, and innate immune responses. Gastric mucosal epithelial cells act as the first line of defence in orchestrating innate immune responses by providing vital crosstalk to modulate tissue resident macrophages and dendritic cell responses (37, 38, 39). 

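Cd44, which encodes a receptor for hyaluronan and lies on chromosome 2 of GRCm38 from 102811141 to 102901669, had 248 ± 32.7 CPM (SD, n = 4) in sorted Yap1WT tumor cells and 802 ± 173 CPM (SD, n = 4) in Yap1KO cells, 3.23-fold higher (log2 fold change 1.69, standard error 0.17, adjusted p = 0.000516 from edgeR). Ly6a (Sca1) and Ly6d, which encode small surface proteins, were higher (log2 fold changes 1.89 and 1.41), with Ly6d at 185 to 395 CPM in Yap1WT and 560 to 1082 CPM in Yap1KO. Bst2, the gene of the interferon-induced surface protein tetherin, was 6.30-fold higher (log2 fold change 2.66, standard error 0.30, adjusted p = 0.000938), and Sp100 of Fig 5C had a log2 fold change of 3.11. Cd200, a ligand gene also shown in Fig 5C, had 12.8 ± 4.99 CPM (SD, n = 4) and 30.0 ± 9.47 CPM (SD, n = 4) and did not pass edgeR's test (log2 fold change 1.23, standard error 0.34, adjusted p = 0.0633), while limma-voom with quantile normalization gave it an adjusted p of 0.0378. The study picked these genes on the same libraries, so their direction is not independent evidence. Epcam itself, on which the cells were sorted, had 938 to 1036 CPM in Yap1WT and 1524 to 1759 CPM in Yap1KO (log2 fold change 0.76, standard error 0.10, adjusted p = 0.00188), a gene looked up after the values were seen.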

In line with a proposed function of gastric mucosal cell in regulating T cell–mediated immune responses, we observed up-regulated expression of cell surface molecules including *Cd44*, *Lys6a* (*Sca1*), *Lys6d*, *Bst2*, histocompatibility 2, Q region locus 6 (*H2-Q6*, the mouse orthologue of MHC-1E), and 7 (*H2-Q7*) and histocompatibility 2, T region locus 10 (*H2-T10*) in Yap1-depleted gastric tumor cells.

When assessing the net effect of these transcriptomic changes on the immune landscape of tumors, we found that epithelial Yap1-deficiency increased infiltration and activation of CD4 and NK cells more than of CD8 cell. Indeed, flow cytometric characterisation of infiltrating CD4 and NK effector cells showed a selective increase in expression of granzyme B, perforin, and PD1 in these cells in tumors of *Gp130*^*FF*^; *Yap1*^*KO*^ mice. The recruitment of NK cells by CD4^+^ T cells to mediate anti-tumor response is MHCI independent (40), suggesting multiple co-ordinated anti-tumor immune responses activated as a result of Yap1 depletion in the tumor epithelium. Although we have not functionally evaluated the contribution of specific immune effector cell populations, we note that ablation of IL-11 responsiveness of the tumor stroma resulted in increased activity of CD4^+^ cells, thereby increasing cytotoxic responses against tumor cells in addition to the proposed CD4^+^ T cell–mediated aid to cytotoxic CD8^+^ cells responses (41, 42, 43).

Gastric tumors in the *Gp130*^*FF*^ model are driven by IL-11 signalling, which we have documented previously through genetic ablation of the ligand-binding IL-11RA receptor subunit, or following therapeutic administration of the IL-11 antagonist IL-11-mutein (21). We have also demonstrated that pharmacological inhibition of IL-11 signalling with a small molecule gp130 inhibitor has potent anti-tumor effects in *Gp130*^*FF*^ mice and other models of gastrointestinal cancers (22). Here, we show that reduced expression of Yap1 in *Yap1*^*KD*^; *Gp130*^*FF*^ tumor organoids reduces their capacity to produce IL-11, whereas Yap1 deletion reduces proliferation and survival of neoplastic cells in tumors of *Gp130*^*FF*^; *Yap1*^*KO*^ mice. Thus, we surmise that the effect of Yap1 inhibition may be mediated through a cancer cell–intrinsic, auto-/paracrine IL-11–dependent mechanism, which may potentially be augmented by a concomitant anti-tumor effect emanating from reduced IL-11 signalling in CD4 effector cells (42).

The present study provides insights into novel link by which Yap1 signalling in tumor cells aids tumor progression through a direct, tumor cell–intrinsic, and a likely concomitant tumor cell–extrinsic mechanism involving the host’s anti-tumor immune response. Our results suggest that these mechanisms may be controlled in parts by the capacity of Yap to promote in tumor cells expression of IL-11, possibly through a previously identified NF-κB–dependent mechanism (10). In turn, IL-11–dependent Stat3 signalling may be further augmented by Yap1’s proposed capacity to heterodimerize with nuclear Stat3 to augment transcriptional responses (44). The resulting Stat3-dependent feed-forward signalling loop in tumor cells not only provides a therapeutic vulnerability for gastric tumors (20, 23) but also appears to help shaping aspects of the immune environment. This notion is consistent with the emerging role for IL-11 as a regulator for tissue repair and fibrosis where Yap1 also plays a prominent role (45). Our studies provide a strong rationale for the use of Hippo pathway inhibitors in the treatment of gastric cancers, and as a target that may enhance tumor immunogenicity to provide durable treatment responses.

## Materials and Methods

### Mouse models and experimental detail

All animal experiments were conducted in accordance to ethics protocols approved by Austin Health and La Trobe University Animal Ethics Committees. WT (C57BL/6 Ly5.2), *Gp130*^*Y757F*^ (*Gp130*^*FF*^) mutant mice (19), *Yap1*^tm1a(KOMP)Mbp^ (MGI:4455424), the Tg (Tff1–CreERT2) mice (25), and the *Gp130*^*FF*^; *Tff1:CreERT2*; *Yap1*^*fl/fl*^ mice were bred and maintained under pathogen-free conditions at Latrobe University animal facility and at the Austin BioResources Facility. To induce Cre-mediated exon deletion, a single daily inter-peritoneal (i.p.) injection of tamoxifen (50 mg/kg bodyweight) was administered over three consecutive days to *Gp130*^*FF*^; *Tff1:CreERT2*; *Yap1*^*fl/fl*^ mice to yield Yap1-deficient cohorts (referred to as *Gp130*^*FF*^; *Yap1*^*KO*^), whereas vehicle-treatment of *Gp130*^*FF*^; *Tff1:CreERT2*; *Yap1*^*fl/fl*^ mice yielded the Yap-proficient cohorts (referred to as *Gp130*^*FF*^; *Yap1*^*WT*^). All experiments were performed in age-matched and in male and female animals. Mice were euthanized by CO_2_, and tissues were collected for further analysis including immunohistochemistry, Western blot, and qRT-PCR. Assessment of tumor burden and sample analysis was performed blinded by investigators. Gastric tumors from *Gp130*^*FF*^ mice and from Tff1-driven *Kras*^G12D^, *Pi3kCa*^H1027R^, and *Tp53*^R172H^ (KPT) transgenic mice were used to establish tumor-epithelial organoids (Eissmann et al, unpublished). Organoids were established and maintained in IntestiCult Organoid Growth Medium (StemCell Technologies) supplemented with IntestiCult OGM Mouse Supplement 1 and 2 (StemCell Technologies) as previously described (46). Organoids were passaged using Gentle Cell Dissociation Reagent (StemCell Technologies) to dissolve Matrigel and separate organoids into single-cell suspension. Organoids were cultured in 3D domes using Cultrex RGF BME, type 2 Matrigel (R&D Systems).

### Patient transcriptomics analysis

Patient transcriptomic data were obtained from The Cancer Genome Atlas Program data repository (https://www.cancer.gov/tcga). The HiSeq gene expression values (Log_2_[RPKM + 1] of the STAD (n = TCGA patient cohort) was obtained from the Xena platform (UCSC) (47). Gene expression values were normalized using the mean-centered Z-score method (48). Gene expression for *YAP1*, *TEAD1*, *IL6ST*, *IL11*, *IL11RA*, *IL6*, *IL6R*, and *STAT3* was extracted. Clinical information was obtained from cBioportal for the TCGA-STAD cohort. TME-subtypes were obtained from the recent study by reference 26. Relevant clinical information such as histological and molecular classification of tumors and TME-subtypes were matched to sample-ID using Rstudio (v4.1.0). The visualisation of the gene expression distribution and statistical testing by multiple comparisons one-way ANOVA, matched tumor versus normal gene expression plots and paired *t* tests were performed in GraphPad Prism (v8.4.3). Node-positive gastric cancer patient survival and gene expression data correlation were performed using the Kaplan–Meier plotter online resource (49). Data visualisation of gene expression from matched normal and tumor tissue was performed using TNM plot (50).

### Single-cell RNA sequencing and bioinformatics

For high-throughput single-cell studies, the 10X Genomics Chromium kit (v2) was used for single-cell capture and cDNA preparation according to the 10x Single-Cell 3′ Protocol as previously described (51). Single-cell suspension of tissue obtained from WT gastric tissue and gastric tumor tissue from 12-wk-old *Gp130*^*FF*^ mice (n = 10 mice per genotype). Freshly sorted cells were pooled and manually counted and equal numbers per sample (1,000 cells/μl) were loaded for capture. Sequencing was carried out on an Illumina Nextseq 500 with a maximum of two libraries per run. Illumina output from 10X Genomics Chromium sequencing reads was processed using Cell Ranger v3.0.2. De-multiplexing, alignment to the mm10 transcriptome and unique molecular identifier collapsing to gene level were performed using cellCounts a function within Rsubread (v2.5.0) (52) for processing raw 10X scRNA-seq data. Cells with less than 200 genes detected or with high mitochondrial content of >20% were filtered out. Cells with >4,000 genes detected were also filtered out to minimize the occurrence of doublets. Genes that did not map to official symbols were filtered as were genes that failed to express (an expressed gene has at least one unique molecular identifier count) in at least three cells in at least one sample. After removal of unwanted cells from the dataset, the data were normalized using a global-scaling normalization method “LogNormalize” in Seurat (53). Dimension reduction and cell clustering were performed using functions implemented in Seurat. An unbiased cell type annotation was performed using SingleR (54) against ImmGen database which consists of normalized expression values of 830 microarray samples from pure populations of murine immune cells. Manual curation of *Gp130*^*FF*^ epithelial cell populations was performed within Loupe Browser 6, cells expressing high levels of mitochondrial genes were removed and following re-clustering, epithelial cell populations were identified using well-characterized gastric epithelial markers (55). Low-abundance cell clusters, with less than 10% of the total number of cells, were removed and the remaining populations were labeled.

### Bulk RNA sequencing and bioinformatics

Gastric antral tumors from 18-wk-old *Gp130*^*FF*^; *Yap1*^*WT*^ and *Gp130*^*FF*^; *Yap1*^*KO*^ mice were dissected and epithelial cells were sorted by flow cytometry for EpCAM marker. Samples from four mice of each genotype were used to extract RNA for sequencing. Libraries for whole transcriptome analysis were generated following the Illumina’s TruSeq RNA v2 sample preparation protocol. Libraries were sequenced on an Illumina NextSeq 500 to produce 80 bp paired-end reads. Paired-end reads were aligned to the mouse reference genome GRCm38/mm10 using the Subread aligner (56). Gene level read counts were obtained by running featureCounts (57), a read count summarisation program within the Rsubread package and the inbuilt Rsubread annotation, that is, a modified version of NCBI RefSeq mouse (mm10) genome annotation build 38.1. Pseudo genes or genes that did not meet a counts per million reads cut-off of 0.5 in at least 6 libraries were excluded from further analysis. Read counts were converted to log_2_-counts per million, quantile normalized, and precision weighted with the voom function of the limma package (58, 59). A linear model was fitted to each gene, and empirical Bayes moderated t-statistics used to assess differences in expression (60, 61). Genes were called differentially expressed (DE) if they achieved a false discovery rate of 5% or less. Gene Ontology (GO) terms enrichment analysis on the differentially expressed genes was performed using the goana function within the limma package (62). Pathway enrichment against the KEGG pathways for differentially expressed genes was performed using the kegga function also implemented in the limma package.

### CRISPR-mediated knockdown of YAP1 in tumor organoids

Established organoids were used for CRISPR-mediated genome editing to knockdown YAP1 expression. Guide crRNA targeting exon 1 of the mouse *YAP1* gene was combined in equal proportions with tracrRNA containing an ATTO550 label. This was used to create a RNP complex with Alt-R S.p. Cas9 Nuclease V3 (Integrated DNA Technologies) which was then transfected into single-cell–separated organoids using Lipofectamine CRISPR-MAX (Life Technologies) and ATTO550-positive organoid cells were FACS sorted before organoid subculture was continued. Knockdown of YAP1 at the protein level was validated with Western blot analysis.

### Organoid imaging

Parental and Yap1 CRISPR/Cas9-mutated organoids were plated into chamber slides for imaging using a Zeiss 980 confocal microscope. Z-stacked images to capture the whole 3D organoid structure were taken and analyzed with Zen Blue software for size and shape.

### Western blot analysis of tumor lysates

Whole tumor samples or organoids were lysed with RIPA buffer supplemented with cOmplete Mini protease inhibitor cocktail (Roche) and PhosSTOP phosphatase inhibitor cocktail (Roche). Protein concentration was determined using Pierce BCA assay (Thermo Fisher Scientific) and 30 μg total protein was used for Western blot analysis. Lysates were heat denatured for 10 min at 70°c with 25% NuPAGE LDS sample buffer and 10% NuPAGE reducing agent, before separation in a precast 4–12% NuPAGE Bis-Tris mini gel (Thermo Fisher Scientific) at 200 V for 30 min. Protein band sizes were identified with a Kaleidoscope Protein Ladder (Bio-Rad). Protein was transferred to a PDFV membrane using the iBlot2 Gel Transfer system for 7 min at 20 V, before blocking for 1 h at RT with Odyssey blocking buffer (TBS) (Li-COR). Membranes were incubated overnight with primary antibody diluted to optimal concentration in 1:1 solution of Odyssey blocking buffer (TBS) and TBST at 4°c on a rotating block (Table S3). Following washes in TBST, fluorescent secondary antibody was incubated for 1 h at RT. Membranes were then washed and visualized using the Li-COR Odyssey Imaging system.

Table S3. Reagents, resources, and antibodies used.

### Immunohistochemistry of gastric and tumor tissue

Whole tumor sections were fixed in 10% neutral buffered formalin for 24 h, transferred to 100% ethanol, and then processed for paraffin embedding by the Austin Anatomical Pathology department. 4 μm thick tissue sections were cut on to SuperFrost slides for further analysis. Sections were rehydrated in xylene and alcohol before antigen retrieval was performed using citrate buffer, pH 6.0, in the microwave for 15 min. Blocking of endogenous peroxidase activity was performed using hydrogen peroxide quenching (H_2_O_2_, 30%) for 20 min, following which 10% normal goat serum in TBST was used to block non-specific antibody binding for 1 h at RT. Primary antibody was incubated overnight at 4°C, and following TBST washes biotinylated secondary (1:200) was applied for 1 h at RT (Table S3). Vectastain Elite ABC HRP Kit (Vector Laboratories) was used to enhance signal detection before chromogenic staining was performed using DAB peroxidase (Dako). Sections were then counterstained using Mayer’s hematoxylin, dehydrated, and mounted using DPX. Stained sections were digitally captured using Aperio slide scanner (Leica Biosystems). Cells that were stained positive for cleaved caspase 3 (Cell Signalling), CD3 (Thermo Fisher Scientific), CD8, CD4, and F480 (Abcam) antibodies were quantified using Aperio ImageScope Positive Pixel Count algorithm and expressed as a percentage of total pixels analyzed. Data are presented as mean ± SEM where each data point is representative of a value from the tumor of an individual mouse.

### Flow cytometry

Flow cytometry was performed as previously described (63). In short, tissues were cut into 1 mm pieces and digested in collagenase/dispase (Roche) and DNase I (Roche) in Ca^2+^- and Mg^2+^-free Hanks medium plus 5% FCS for 30 min at 37°C with gentle shaking. Samples were then vortexed for 15 s, filtered, and washed in PBS plus 5% FCS. Single-cell suspensions were blocked with FC block (Invitrogen) for 20 min at 4°C, before staining with fluorophore-conjugated primary antibodies for 20 min at 4°C in the dark (Table S3). Cells were washed twice and re-suspended in PBS supplemented with 5% FCS before analysis with either an Aria III cell sorter or BD FACS Canto.

Isotype antibodies and fluorescent-minus-one controls were used to estimate background fluorescence in combination with either compensation beads and/or unstained controls. Dead cells were detected and excluded from analysis using Sytox Blue or Fixable Viability Dye, eF506. All experiments were analyzed with FlowJo software (Version 10).

### Quantitative qRT–PCR of tumor samples

Total RNA was isolated using the RNeasy Mini Kit (QIAGEN) (Table S3). 1 μg total RNA was used to reverse transcribe cDNA using Multiscribe Reverse Transcriptase (Thermo Fisher Scientific) primed with random hexamers. YAP1 target genes were detected using SYRB green chemistry on a Viia7 qRT-PCR system (Applied Biosystems). Primers used to assess murine genes are as follows:

*Yap1* fwd (5′-GTCCTCCTTTGAGATCCCTGA-3′); *Yap1* rev (5′-TGTTGTTGTCTGATCGTTGTGAT-3′); *Taz* fwd (5′-TGCTACAGTGTCCCCACAAC-3′); *Taz* rev (5′-TGACCGGAATTTTCACCTGT-3′); *Ctgf* fwd (5′-GTGCCAGAACGCACACTG-3′); *Ctgf* rev (5′-CCCCGGTTACACTCCAAA-3′); *Cyr61* fwd (5′-GGATCTGTGAAGTGCGTCC-3′); *Cyr61* rev (5-CTGCATTTCTTGCCCTTTTT-3′); *Ankrd1* fwd (5′-AACGGAAAAGCGAGAAACTG-3′); *Ankrd1* rev (5′-TTCAAGCTTTGATCTTTGTTCTAGTT-3′); *Amotl2* fwd (5′-TGACTGTACCTAAGCCGAACC-3′); *Amotl2* rev (5′-GCACACACCTGCCTAGACAAT-3′); *18S* fwd (5′-CGGCTACCACATCCAAGGA-3′); *18S* rev (5′-GCTGGAATTACCGCGGCT-3′); *Igsf9* fwd (5′-CCAGCAACGTAGCCAACATCTC-3′); *Igsf9* rev (5′-CCACAACACCAGCCAATACAGG-3′); *Cyp2c65* fwd (5′-GGAGGAGTTTGCTGGAAGAGGA-3′); Cyp2c65 rev (5′-GCGTCTCATCTCTTTCCAGGTC-3′); *Ptgr1* fwd (5′-GACAAAGCTGCCTGTAGAGTGG-3′); *Ptgr1* rev (5′-GCTGACCATCACGGTTTCTCCA-3′); Sult1c2 fwd (5′-GCGAACCATCATTCAACACCGAC-3′); *Sult1c2* rev (5′-CTGAGTGGGAAGATGGGTCCTT-3′); *Chit1* fwd (5′-CTCAAGACCCTGTTAGCCGTTG-3′); *Chit1* rev (5′-GGCTGACTTCACAAAGGTCTGC-3′); *Cidea* fwd (5′-GGTGGACACAGAGGAGTTCTTTC-3′); *Cidea* rev (5′-CGAAGGTGACTCTGGCTATTCC-3′); *Inf2* fwd (5′-TCTGGACTCCAAGAAGAGCCTG-3′); *Inf2* rev (5′-CCTCCACATCAACTTGCTGGTG-3′); *Clca1* fwd (5′-CTGCCGCTAAAGAGCTTGAGCA-3′); *Clca1* rev (5′-ATCGCCGCATTTCCTGAGGAGA-3′).

### Quantification of cytokines with ELISA

Whole tumor lysates were prepared and quantitated as above. Mouse DuoSet IL-11 ELISA kit and Mouse DuoSet IL-6 ELISA kit (R&D Systems) (Table S3) were used to determine the concentration of IL-11 or IL-6 in whole tumor lysates. Briefly, assay plates were coated overnight with a capture antibody, before plates were blocked for 1 h and samples and standards incubated for 2 h. Following washes, plates were incubated with detection antibody for 2 h before application of a streptavidin–HRP conjugate. Colour development was initiated with the addition of a substrate solution, and then stopped with a stop solution before the plate being read at 450 nm absorbance. Cytokine concentration was determined by data interpolated from a standard curve.

### Statistical analysis

Data from experiments were analyzed for statistical analysis with *t* test or Mann–Whitney *U* test (if data were not distributed normally), *P* < 0.05 was considered significant. Statistical analysis of differences among the means of two or more groups was performed using a Tukey’s multiple comparisons one-way ANOVA test. All statistical analysis was performed using GraphPad PRISM Version 9.0 software.

## Data Availabilty

Transcriptomics data that support the findings of this study are available in the Gene Expression Omnibus (GEO) database repository (GEO accession GSE197002).

### Materials request

Materials and data request should be addressed to AL Chand, M Ernst, and W Shi.

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

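Bulk RNA of EpCAM-positive cells sorted from antral gastric tumors was measured in 4 Gp130FF; Yap1WT and 4 Gp130FF; Yap1KO mice, 1 library per mouse. Per the paper's methods, libraries were made with a kit that does not mark strand (TruSeq RNA v2), so reads of a gene and of an overlapping antisense gene cannot be told apart. The authors made the deposited counts by aligning the reads with Subread and counting them per gene with featureCounts against RefSeq genes, and these counts are whole numbers without normalization. The authors made the deposited log2 values, 1 set per library, with voom and quantile normalization, as the methods describe. They are log2 RPKM (reads scaled to gene length and library size), although their header reads FPKM without the log, and how they were scaled to gene length is not stated. Every library has the same highest value, 16.43, as quantile normalization gives.

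Of the columns of the count table, 8 were matched to the samples by the mouse number in the labels, and 6 further columns that match no sample were not used. The table lists 27179 entries, of which 1312 lack a symbol. Through their gene IDs, 35 of these were named from the RefSeq table of GRCm38.p6, which matched 25275 IDs, and 1277 were left out, 0.552% to 0.789% of the counts of a library. As in the paper, pseudogenes were left out (762 entries), except 73 that the deposited log2 values hold, of which 71 passed the filter on low counts. The log2 values hold 13819 genes.

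Counts were compared in R 4.3.3 with edgeR 4.0.16 (TMM factors, quasi-likelihood F test, Benjamini-Hochberg adjustment), over genes above 0.5 CPM in at least 6 libraries. CPM values are TMM-normalized, with their SD over 4 mice, and standard errors were taken from the log2 fold change and the F value. The common biological coefficient of variation was 0.283. A printed exact permutation p is two-sided, on the deposited log2 values, and cannot fall below 0.0286. Python 3.11.15 and matplotlib 3.10.9 were used for the closing tables and plots.

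On simulated counts with the real means, dispersions and library sizes (13279 genes tested), edgeR recovered 31.3% of genes changed 1.5-fold, 62.7% of those changed 2-fold and 83.3% of those changed 4-fold with 7 false calls, so edgeR misses most 1.5-fold differences with these libraries. DESeq2 recovered 50.7%, 77.6% and 95.5% with 40 false calls.

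Gene lists were written from general knowledge and tested with camera (limma 3.58.1), 36 of them with at least 2 measured genes. They cover YAP and TEAD targets, Hippo components, the cell cycle, glycolysis, lipid, cholesterol, amino acid, glutathione, retinol and steroid metabolism, apoptosis, p53 targets, type I interferon, MHC class I and II, NOD, RIG-I and DNA sensing, the phagosome, cytokines, gp130/STAT3 signalling and NRF2 targets. Others cover markers of foveolar, mucous neck and metaplastic, chief, parietal, enteroendocrine, tuft and intestinal cells, of T and NK, B and plasma, macrophage and dendritic, and neutrophil and mast cells, of fibroblasts, endothelial, erythroid, squamous, and exocrine pancreas and liver cells, and genes of dissociation stress and of the sex chromosomes.

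Genes were named by a rule with 5 parts. It takes every mouse gene that the paper names for this experiment. In each direction it takes the 10 called genes with the largest log2 fold change and the 5 further ones with the smallest p, among genes with a mean of at least 5 CPM in the higher group, a symbol other than Gm, Rik, LOC or plain numbers, and no overlap between the groups. For each list it takes up to 4 called genes per direction with the smallest p or, where none was called, the 2 most abundant. For markers of other cell types and of sample quality it also takes the 2 most abundant. The genes Ankdd1b, Il11, Il6, Il11ra1, Stat3, Socs3, Mki67, Epcam, Xist, Ddx3y, Gkn3, Tff1, Gkn1, Ifnb1, Ifng, Ifnl3, Tlr4, Plvap, Wwtr1, H2-K1, H2-D1, B2m, Capn9, Apol9a, Apol9b, Ido1, Ctrb1, Prss2 and Ctse were chosen after their values were seen, although some of them also meet the rule. Markers that did not pass the filter, such as Cpa3, Tpsb2, Fcer1a, Capn9, Ctrb1 and Prss2, are given with their counts. The result of 1 gene is not reported here.

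The alternatives were limma-voom with quantile normalization, DESeq2 1.42.0, other scaling factors, a filter at 4 libraries and none, robust dispersion, quality weights, blocks for the replicate number and for the series of mouse numbers, limma-trend on the deposited log2 values, leaving out each library, library sizes without the 20 most abundant genes, and an estimated inter-gene correlation. Leaving out all marked pseudogenes and a term for the sex seen in Xist and Ddx3y were added after seeing the data. The organoid, staining and flow cytometry experiments of the paper were not analysed here.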

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

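The tests on endothelial cells, on tamoxifen and on foveolar cells as the whole cause, the sum of pancreas and liver markers and the choice of Capn9, Ctse, Ctrb1 and Prss2 were chosen after the results were seen. Of the 35 ways to split the 8 libraries into 4 and 4, 1, the real one, gave as many genes called by edgeR, 792, and the highest of the others gave 0. No other split did as well, which argues against chance, but the smallest permutation p that 35 splits allow is 0.0286. Every other split mixes Yap1WT and Yap1KO libraries, so its count does not show how many calls chance alone would give.

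The interferon list rose in Yap1KO (median log2 fold change 2.19, camera adjusted p = 2.5e-118), and with any 1 Yap1KO library left out at least 43 of its 54 genes were called higher, against 47 with all 8 libraries, so no single one of them carried it. T, NK, macrophage and dendritic cells carried through the EpCAM sort would raise their own markers, and the 10 tested ones had a pooled median of -0.0138 (median absolute deviation 0.740) against a bound of 1.10, which argues against these 4 cell types as the whole cause. B, plasma, neutrophil and mast cells are not covered by this test, and the neutrophil and mast cell list had a median of 2.504 (camera adjusted p = 1.2e-05, and 0.108 with an estimated correlation), Pou2af1 of B and plasma cells a log2 fold change of 1.13 and Cd68 of macrophages 1.06, while Ptprc lay at 5.62 to 12.4 CPM in Yap1WT and 1.19 to 4.47 CPM in Yap1KO. Endothelial markers, of cells that the sort would also remove, lay higher too (camera adjusted p = 1.7e-08, and 0.267 with an estimated correlation), but 64.8% of the interferon genes (35 of 54) rose more than Vwf, the endothelial marker with the largest value (1.66, a call lost without Yap1WT replicate 1, 2 or 3 or Yap1KO replicate 1, 2 or 4, adjusted p = 0.0593 to 0.103), which argues against endothelial cells as the whole cause. Tamoxifen with active Cre, which the paper describes for the Yap1KO mice alone, cannot be told apart from the loss of Yap1. By that description 0 libraries come from tamoxifen-treated mice with intact Yap1, while the labels name tamoxifen for all 8. A response to the loss of Yap1 stays open as a hypothesis. The same limit holds for the p53 targets and for every other difference between the groups.

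Of the retinol, glutathione and steroid genes, 20 were called lower in Yap1KO, and the foveolar list lay lower (camera adjusted p = 2.1e-10, and 0.0312 with an estimated correlation). The foveolar median of -0.64 lay below the pooled glutathione and retinol median of -0.23, with 14 of 18 genes below 0, so a lower share of foveolar cells may contribute. Of the same list, Capn9, which did not pass the filter, had 1335, 798, 2590 and 611 reads in Yap1WT and 25, 10, 69 and 0 in Yap1KO, and Gkn3 was higher, a call lost without Yap1WT replicate 1, 3 or 4 or Yap1KO replicate 1, 2, 3 or 4 (adjusted p = 0.0532 to 0.0798). Whether a lower share of foveolar cells is the whole cause cannot be told apart from lower expression within the cells. The 20 genes, with a median of -1.08 and 14 of them below Gkn2, were picked as called lower. The 5 most abundant genes of the foveolar list also moved apart. They ran from -0.95 for Gkn2 (standard error 0.31), -0.62 for Gkn1 and -0.53 for Tff1 to 0.54 for Ctse and 0.68 for Gkn3. Of these, Gkn3 moved the same way as the mucous neck and metaplastic markers (median 0.50), and which cells expressed it was not tested. A loss of foveolar cells with Yap1 was not tested.

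Among signals that the paper does not discuss, NRF2 targets had a median log2 fold change of -0.34, mucous neck and metaplastic markers 0.50 and endothelial markers 1.24. Mcpt4 had a log2 fold change of 5.25, Gsdma2 -4.72 and Eda2r 4.899.

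Single libraries lay apart from the other 3 of their group by more than Dixon's 95% critical value in 20 of 309 groups of values, where chance gives about 15.4. Among library measures these were the share of counts without a gene symbol in Yap1KO replicate 4 (0.915 of the range), the TMM factor in Yap1WT replicate 2 (0.858 of the range), the first principal component in Yap1KO replicate 4 (0.895 of the range) and the summed level of the pancreas and liver markers that did not pass the filter in Yap1KO replicate 2 (1.00 of the range). The rest were levels of single genes, given here with the share of the range. In Yap1WT replicate 1 these were Ifit3 (0.856) and Ifit3b (0.912). In Yap1WT replicate 2 these were Cela1 (0.846) and Oas2 (0.914). In Yap1WT replicate 3 these were Akr1c14 (0.904), Cxcl10 (0.903), H2-Q6 (0.885), Rnf186 (0.858) and Sp100 (0.979). In Yap1KO replicate 2 these were Ctrb1 (0.999), Prss2 (1.00) and Slc26a9 (0.890). In Yap1KO replicate 3 these were Ankdd1b (0.893), Il11 (0.890) and Ptprc (0.934). In Yap1KO replicate 4 it was Sox9 (0.839).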

How the results depend on the processing

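The alternatives were set before the data were examined, except leaving out all marked pseudogenes and a term for sex, which were chosen after seeing the data. Yap1 was called lower in every setting, at log2 fold changes of -1.58 to -1.43, and none of the 792 genes called by edgeR changed sign in any setting. Against 476 genes higher and 316 lower, DESeq2 gave 858 and 587, and the cause was not tested. Leaving out 1 library gave 238 to 483 higher and 154 to 283 lower, the lowest without Yap1WT replicate 3, each such fit having fewer samples. The higher count moved by more than 1.5 times without Yap1WT replicate 1 (312) or 3 or Yap1KO replicate 1 (285) or 4 (260), and the lower count without Yap1WT replicate 3 or Yap1KO replicate 1 (206) or 4 (193). The replicate numbers do not pair the mice. Same-numbered libraries deviate from their group means with correlations of 0.0360, 0.347, 0.0517 and 0.148, and not every library correlates best with its own number, since Yap1KO replicate 1 does so with Yap1WT replicate 2 (0.0989) and Yap1KO replicate 3 with Yap1WT replicate 4 (0.193). With the replicate block 755 genes were higher and 552 lower, and the erythroid and exocrine lists, at adjusted p-values of 0.308 and 0.0552 without it, passed at 0.0170 and 0.0342. The cause was not tested. The remaining settings stayed within 1.5 times of both counts, among them limma-voom with quantile normalization (571 and 385), the series block (598 and 451), no filter (466 and 293) and the term for sex (614 and 325). Of 138 named genes called, 105 to 124 were kept with 1 library left out and 130 to 138 otherwise, apart from leaving out all marked pseudogenes, which removes some of them, and none reversed. With all 8 libraries, calls by edgeR of genes that the text names were lost, at adjusted p-values of 0.0502 to 0.0869, in these settings: by limma-voom with quantile normalization, Mogat1 and Rfxap; by limma-voom with quality weights, Ccl20, Mogat1 and Tlr2; by limma-trend, Gkn3 and H2-D1; with RLE factors, Rfxap and Sqle; with library totals only, H2-D1, Ifngr1, Rfxap and Sqle; without the 20 most abundant genes in the library sizes, Rfxap and Sqle; without a filter, Cd68, Pou2af1 and Rfxap; with a filter at 4 libraries, Mcpt1; with robust dispersion, Mcpt1, Rfxap and Vwf; with the term for sex, Ccl20, Cd68, Gkn3, Mcpt1, Pou2af1, Sqle and Tlr2; with the replicate block, Cxcl5. Named genes that edgeR did not call passed, at 0.00281 to 0.0496, in these: by limma-voom with quantile normalization, Cd200, H2-Q7, Mcpt2, Plvap, Slc10a2 and Wwtr1; by limma-voom with quality weights, Cd200, Ctse, H2-Q7, Mcpt2, Plvap and Wwtr1; by limma-trend, Mcpt2 and Plvap; without a filter, Mcpt2 and Plvap; with the term for sex, Cd200, Plvap and Wwtr1; by DESeq2, Cd200, Ctse, Gkn1, H2-Q7, Mcpt2, Socs3, Tff1 and Wwtr1; with the series block, H2-Q7, Mcpt2, Mki67 and Plvap; with the replicate block, Cd200, Ctse, Gkn2, Mcpt2, Mki67, Plvap, Tff1 and Wwtr1. The cause was not tested. With an estimated correlation, which allows for genes of a list moving together, the camera adjusted p rose to 0.439 for YAP and TEAD targets, 0.470 for the cell cycle, 0.217 for lipid, 0.436 for cholesterol, 0.179 for amino acid and 0.0523 for glutathione metabolism, 0.189 for MHC class II and 0.470 for cytokines, the highest among the settings of each list. The cytokine list also missed the threshold with DESeq2 (adjusted p = 0.0705), and its adjusted p was 0.00583 to 0.136 with 1 library left out, missing the threshold without Yap1WT replicate 2 or 3 or Yap1KO replicate 2 or 4. The cause was not tested. The intestinal marker list, called lower at an adjusted p of 0.0401, lay higher on the deposited log2 values (adjusted p = 0.939, against 0.00258 to 0.939 over its settings), and the cause was not tested. Depth was lowest in Yap1KO replicate 4, and genes of a few counts such as Ankrd1 cannot be compared at it.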

Differences from the paper's values

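The alternatives named here were set before the data were examined, apart from the term for sex. Of the values read by eye from Figs 4 and 5, 67 are group levels, compared with group means of the deposited log2 values, which the authors made, so their agreement does not test the counts. The log2 fold changes of Clca1 and Phlda3 were compared with those from edgeR. Of these 69 values of 35 genes, 0 differ by more than the larger error and, for levels, 1.5 times, and the largest gap of a group level on the log2 scale was 0.303. Ankrd1 of Fig. 4C is not among them, since it was not tested and has no level to compare, and Fig. S5C was not analysed here.

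The paper states that Ankrd1 is lower in Yap1KO and shows it in Fig. 4C, at about 3.8 in Yap1WT and about 2.4 in Yap1KO, read by eye. In the counts Ankrd1 had 0 reads in each Yap1WT library and 0, 6, 2 and 0 in Yap1KO replicates 1 to 4, and it was not tested. The 6 other genes of Fig. 4C were all lower here.

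The paper shows Slc10a2 as lower in Fig. 4E, where edgeR gave a log2 fold change of -2.02 (adjusted p = 0.245). Limma-voom with quantile normalization called it (adjusted p = 0.0263, up to 0.428 in other settings), and the other 6 genes of the panel were called by edgeR. The paper shows Cd200 and H2-Q7 as higher in Fig. 5C, where edgeR gave log2 fold changes of 1.23 and 1.47 (adjusted p = 0.0633 and 0.111) and called the 7 other genes. Limma-voom with quantile normalization called both (adjusted p = 0.0378 and 0.0405, up to 0.161 and 0.259 in other settings), as did DESeq2 (0.00281 and 0.0142) and limma-voom with quality weights (0.0400 and 0.0474). Cd200 also passed without Yap1KO replicate 1 (adjusted p = 0.0463), with the replicate number as a block and with a term for sex, the last chosen after seeing the values and under which 8 of the 138 called named genes were lost. H2-Q7 passed with the series of mouse numbers as a block.

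The paper states that phagosome genes were enriched among genes higher in Yap1KO. Of 41 phagosome genes 4 were higher and 3 lower, and the list was called in none of the settings run (adjusted p = 0.245 to 0.758 from camera). The largest log2 fold change in this list was 1.26, so it lacks the class I genes Tap1, H2-Q6 and H2-T10 (2.07, 1.47 and 1.59). The paper tested KEGG's pathways among called genes, which was not repeated here. The camera result therefore does not decide the paper's statement. The paper states that genes of glucose metabolism were lower. Of 28 such genes Galm was lower, and the list was called in none of the settings run (adjusted p = 0.0946 to 0.612). The 6 genes that the paper groups under lipid and glucose metabolism in Fig. 4B, Galm among them, were all called lower (median log2 fold change -1.18). The study chose them on these libraries. The paper states that genes of cell proliferation were lower. Of 48 cell cycle genes edgeR called 0 lower (16 at an unadjusted p under 0.05, 9 by DESeq2 and 0 by limma-voom), while the list lay lower with the preset correlation (adjusted p = 8.7e-08) but not with an estimated one (adjusted p = 0.470), and the 5 genes of that group in Fig. 4B were called lower. Genes were called lower under the series of mouse numbers as a block (14), the replicate number as a block (16), without Yap1KO replicate 3 (11) and with the term for sex (1). The lists here are not the paper's pathway tables.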

Other observations

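The test on Ankrd1, the sums of pancreas and liver markers and the choice of Ctrb1, Prss2, Il11, Il6, Il11ra1, Stat3 and Socs3 were made after the results were seen. Targets of NRF2, the transcription factor of the oxidative stress response, lay lower in Yap1KO as a list, with 13 of 35 lower and 2 higher (15 and 2 when adjusted over the list alone; camera adjusted p = 5.3e-12, and 0.0333 with an estimated correlation). Gclc, Me1, Abcc3 and Ptgr1 are among the lower ones, and Ephx1 and Hmox1, the gene of heme oxygenase, were higher (log2 fold change 0.80 for Hmox1, whose call was lost without Yap1WT replicate 3 or Yap1KO replicate 3, adjusted p = 0.0503 to 0.0622). The list shares Gsta1, Gsta2, Gclc and Gstm1 with glutathione metabolism. Of 32 genes of gp130/STAT3 signalling, Lif, an IL-6 family cytokine gene, was higher (log2 fold change 2.11, standard error 0.39, adjusted p = 0.0119 from edgeR), and edgeR called none lower (1 at an unadjusted p under 0.05, 1 by DESeq2 and 0 by limma-voom), with the list at an adjusted p of 0.787. Il11 and Il6 had log2 fold changes of 0.14 and 0.52 (adjusted p = 0.963 and 0.706), the receptor gene Il11ra1 0.28 (adjusted p = 0.631), Stat3 0.10 (adjusted p = 0.629) and its target Socs3 -0.38 (adjusted p = 0.0784, but 0.0167 by DESeq2). The direction of Il11, Il6 and Il11ra1 depended on the setting, and none of the 3 passed in any. Il11 ran from -1.15 without Yap1KO replicate 3, which had 9.45 CPM against 0.764 to 1.72 CPM in the other Yap1KO libraries, to 1.77 by limma-voom with quality weights. Il6 ran from -0.20 without Yap1KO replicate 4 to 1.00 without Yap1WT replicate 2, and Il11ra1 from -0.02 to 0.47.

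Markers of enteroendocrine cells and of fibroblasts lay higher as lists (camera adjusted p = 0.0128 and 0.00818), and not with an estimated correlation (adjusted p = 0.612 and 0.631). Of the 18 enteroendocrine genes edgeR called none higher (5 at an unadjusted p under 0.05, 2 by DESeq2 and 0 by limma-voom), and of the 20 fibroblast genes none higher either (2 at an unadjusted p under 0.05, 0 by DESeq2 and 0 by limma-voom). The enteroendocrine call was lost without Yap1WT replicate 1 or Yap1KO replicate 1, and the fibroblast call by DESeq2 and without Yap1WT replicate 2 or 3 or Yap1KO replicate 3 (adjusted p of up to 0.128 and 0.152). Clca1 and Spink4 were lower among 11 intestinal markers, whose list was called lower with a mean log2 fold change of -0.09 and a median of 0.26 (adjusted p = 0.0401, and 0.470 with an estimated correlation). This call was lost, among others, without Yap1WT replicate 2 or Yap1KO replicate 3 or 4 (adjusted p of up to 0.373). The neutrophil and mast cell list, with 2 of 4 genes higher, lay higher through the Mcpt genes (adjusted p = 1.2e-05, and 0.108 with an estimated correlation). The lists of tuft (adjusted p = 0.0598), chief (0.860), parietal (0.749), erythroid (0.308), squamous (0.232) and exocrine pancreas and liver cells (0.0552) did not pass the threshold. Nor did those of T and NK cells (0.860), of macrophages and dendritic cells (0.444) and of dissociation stress (0.336). The list of tuft cells passed, on the lower side, without Yap1WT replicate 4 or Yap1KO replicate 1 or 2 (adjusted p down to 0.00154), by limma-voom with quantile normalization (0.00622) or quality weights (0.00206), by limma-trend (0.0469), with library totals only (0.0391), without a filter (0.0276), with the series block (0.0337) and with a term for sex (0.0404). The exocrine list passed, on the higher side, without Yap1WT replicate 2 or 3 or Yap1KO replicate 4 (down to 0.00762), with library totals only (0.0391) and without a filter (0.00846). The erythroid list passed on the lower side with the series block (0.0362). The squamous list passed on the higher side without Yap1WT replicate 1 (0.0459) and with the term for sex (0.0447), and so did that of dissociation stress without Yap1KO replicate 3 (0.0364). Of the exocrine list, 4 genes were tested. The 9 others summed to 645 CPM in Yap1KO replicate 2 and to 0.0699 to 0.716 CPM in the other libraries, among them Ctrb1 with 8287 reads in Yap1KO replicate 2 and 0 to 18 elsewhere and Prss2 with 3036 and 0. Without Yap1KO replicate 2, 464 genes were higher and 283 lower, and 48 interferon genes were higher. Single genes called in these lists were Slc26a9, Cela1, Cd68 and Ier3 (higher) and Klf4 (lower), at log2 fold changes of 0.83, 0.79, 1.06, 0.75 and -0.64. The only measured B and plasma cell marker, Pou2af1, was higher (log2 fold change 1.13, standard error 0.28, adjusted p = 0.0428), and no sex-linked gene passed the filter. The calls of Cela1, Cd68, Ier3, Klf4 and Pou2af1 were each lost without 1 or more libraries (adjusted p = 0.0500 to 0.149), each of the 8 libraries ending at least 1 of them. The share of mitochondrial counts was 5.65% to 8.41% in replicates 1 and 2 and 3.67% to 4.55% in replicates 3 and 4 of both groups.

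Of the 46 genes whose symbol starts with Ank in the deposited log2 values, 1 had both group means within 0.2 of the levels that Fig. 4C shows for Ankrd1. This was Ankdd1b, at 3.803 in Yap1WT and 2.36 in Yap1KO, a gene that Fig. 4B also names. A candidate explanation is that the panel shows the values of Ankdd1b, and the files do not show how the panel was made.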
